# The soil organic matter decomposition mechanisms in ectomycorrhizal fungi are tuned for liberating soil organic nitrogen

**DOI:** 10.1038/s41396-018-0331-6

**Published:** 2018-12-11

**Authors:** César Nicolás, Tomas Martin-Bertelsen, Dimitrios Floudas, Johan Bentzer, Mark Smits, Tomas Johansson, Carl Troein, Per Persson, Anders Tunlid

**Keywords:** Microbial ecology, Biogeochemistry, Fungi

## Abstract

Many trees form ectomycorrhizal symbiosis with fungi. During symbiosis, the tree roots supply sugar to the fungi in exchange for nitrogen, and this process is critical for the nitrogen and carbon cycles in forest ecosystems. However, the extents to which ectomycorrhizal fungi can liberate nitrogen and modify the soil organic matter and the mechanisms by which they do so remain unclear since they have lost many enzymes for litter decomposition that were present in their free-living, saprotrophic ancestors. Using time-series spectroscopy and transcriptomics, we examined the ability of two ectomycorrhizal fungi from two independently evolved ectomycorrhizal lineages to mobilize soil organic nitrogen. Both species oxidized the organic matter and accessed the organic nitrogen. The expression of those events was controlled by the availability of glucose and inorganic nitrogen. Despite those similarities, the decomposition mechanisms, including the type of genes involved as well as the patterns of their expression, differed markedly between the two species. Our results suggest that in agreement with their diverse evolutionary origins, ectomycorrhizal fungi use different decomposition mechanisms to access organic nitrogen entrapped in soil organic matter. The timing and magnitude of the expression of the decomposition activity can be controlled by the below-ground nitrogen quality and the above-ground carbon supply.

## Introduction

A large portion of nitrogen (N) in forest soils is found in organic form, primarily as amides and amines, but also as heterocyclic-N molecules [1]. These N molecules are associated with polyphenols, polysaccharides, lignin residues, lipids, and other degradation products of plant and microbial origin that are present in the soil organic matter (SOM) [2]. The capacity of forest trees to assimilate organic N is limited [3]. Access to organic N sources, such as proteins or chitin, requires decomposition to make the organic N molecules accessible and, subsequently, to liberate N from those molecules. Plants are generally thought to depend on microbial decomposition to access the soil N [4]. A long-standing hypothesis proposes that the ectomycorrhizal (ECM) fungal symbionts have a key role in this process [5, 6]; however, the extent of the involvement of ECM fungi in SOM decomposition and mobilization of N compounds is debated [7, 8].

ECM fungi evolved several times from saprotrophic ancestors [9, 10]. These ancestors probably utilized diverse decomposition strategies resembling those seen in white-rot (WR) wood decayers, which use an enzymatic system for the decomposition of lignocellulose; brown-rot (BR) wood decayers, which utilize a two-step mechanism involving hydroxyl radicals (∙OH) generated by Fenton chemistry and hydrolytic enzymes [11]; and litter decomposers, which presumably use enzymatic decomposition systems similar to those of WR fungi [12]. During the transition from saprotrophic to symbiotic lifestyle, ECM fungi lost a large number of plant cell wall-degrading enzymes (PCWDEs) [9, 10]. The convergent gene losses in relation to PCWDEs seen in ECM lineages have been used as an argument against a major role of ECM fungi in SOM decomposition [8]. However, ECM lineages have lost many, but not all, genes coding for PCWDEs, with diverse types and numbers of genes related to decomposition retained across lineages [10]. The high variability of the retained PCWDE-coding genes and the diverse evolutionary backgrounds of ECM lineages suggest that ECM fungi could have also retained and adapted some features of the decomposition mechanisms to the symbiotic lifestyle [13].

To what extent ECM fungi make use of the remaining decomposition systems is not well understood. At least some ECM fungi oxidize organic matter in a SOM extract in the presence of an energy source (i.e., glucose) [13, 14]. Furthermore, ECM *Cortinarius* species encode ligninolytic class-II peroxidases, whose gene transcription correlates with the peroxidase activity in the boreal forest soil, supporting the hypothesis that these species may play an important role in SOM decomposition [15]. In addition, decomposition activities of ECM fungi have been inferred by ecological studies that relied on enzymatic assays detecting the activity of various hydrolytic and oxidative PCWDEs [16, 17]. However, one limitation of such studies is that the assays are performed with ECM root tips and not the mycelium colonizing the soil substrate. Several of those assays, in particular the ones probing for oxidative enzyme activity, are unspecific and do not properly capture the decomposition activity [18]. Alternative hypotheses for the role of the detected enzymes include the decomposition of dead root tips [18] and remodeling of the root cell wall during host colonization [9, 19, 20].

Additionally, the environmental cues that regulate SOM decomposition in ECM fungi are not known. Laboratory experiments revealed that the oxidative decomposition system in the ECM fungus *Paxillus involutus* is expressed only in the presence of an energy source (i.e., glucose) [21]. In contrast, field studies based on enzyme assays suggest that ECM fungi can produce PCWDEs and metabolize SOM when the amount of carbon (C) supplied by the host plant is low [16]. Moreover, it is not known if the expression of the decomposition system of ECM fungi and the liberation of organic N compounds are concurrent. If so, the two processes might be regulated in conjunction and by similar nutritional signals, including the availability of inorganic and organic N sources.

To address these questions, we used time-series spectroscopy and transcriptomics to analyze two species of ECM fungi with independent evolutionary histories and contrasting growth characteristics. *P. involutus* is characterized by a rapidly growing mycelium, and a so-called long-distance exploration type [22]. The species is nested within a paraphyletic assemblage of BR wood decayers in the Boletales [10], and oxidizes SOM using a nonenzymatic Fenton-based system [14, 23]. By contrast, *Laccaria bicolor* develops a slow-growing, medium-distance smooth exploration subtype mycelium [22]. It belongs in the Agaricales and probably evolved from litter-decomposing saprotrophs [10]. The *L. bicolor* set of enzymes presumably involved in the degradation of PCW derived polymers is larger than that of *P. involutus*; several of these enzymes are expressed during growth on a SOM extract [10, 13].

## Materials and methods

### Fungal strains and culture conditions

Cultures of *P. involutus* (Batsch) Fr. (ATCC 200175) and *L. bicolor* (Maire) P.D. Orton (S238N) were grown on a layer of glass beads in Petri dishes containing a liquid minimum Melin-Norkrans (MMN) medium for 9 and 18 d, respectively (18 °C, in the dark) [14]. The medium was then replaced with MMN medium without N to induce the formation of an N-deprived mycelium. After 24 h, the mycelium was washed with sterile water and the SOM extract was added. The extract was supplemented with glucose to a final concentration similar to that in the MMN medium [14]. The soil was collected to a depth of 10 cm after removing recently fallen and partly decomposed litter from the top, in a 61-y-old Norway spruce stand growing in an N-poor site in central Sweden (soil pH, 5.0). It mainly consists of well-decomposed humus material with occasional occurrence of mineral soil. According to [24], mycelia of ECM fungi dominate therein.

SOM was extracted using hot water [25]. Further experimental details are given in the Supplementary Information.

### Chemical analyses

Total organic C, glucose, total N, and ammonium-N were determined as previously described [13]. Fourier-transform infrared (FTIR) spectra were recorded in diffuse reflectance mode on mixtures of freeze-dried samples and KBr (2% w/w) using a Vertex 80v spectrometer (Bruker Optics, Ettlingen, Germany). Each spectrum was the result of 128 consecutive scans at a resolution of 4 cm^−1^. KBr was used as background. The IR spectral data sets were analyzed by means of a multivariate curve resolution-alternating least squares method [26, 27]. Pyrolysis-gas chromatography/mass spectrometry was performed using a PerkinElmer Turbo-Mass/Autosystem XL with Frontier Lab Double-Shot Pyrolyser (PerkinElmer, Waltham, MA, USA). The ratio of 4-acetylguaiacol to *trans*-propenylguaiacol (Ox/C3-G) was used as a marker of the degree of side-chain degradation of lignin [28].

The Fe K-edge XANES spectra were collected at beamline I811, MaxLab, Lund, Sweden. The X-ray absorption spectra were processed and analyzed using the software SIXPack [29]. In order to obtain the redox state of Fe, the pre-edge peak was examined as described by Wilke et al. [30]. The centroid position of this peak is indicative of the Fe redox state. The integrated area and the centroid were calculated and one-way ANOVA was used for the statistical analysis of the centroids to establish differences between treatments.

The N K-edge XANES spectra (390–430 eV) were collected at the beamline 11ID-1 (SGM), Canadian Light Source, Saskatoon, Canada. The organic matter extract was poured on indium foil and dried at 30 °C. The main peaks of the XANES spectra were assigned by comparison with spectra of model compounds found in the literature [31]. In order to semiquantitatively compare the spectra, an ordination method (principal component analysis) based on the relative abundance of π* transitions (a–d) was used to find differences in the changes of organic N speciation between fungi. Further experimental details are provided in the Supplementary Information.

### Transcriptome analysis

Total RNA was isolated from the mycelium, and cDNA libraries were constructed as previously described [13]. The libraries were sequenced (RNA-Seq) using a HiSeq2000 instrument (Flow Cell v3) (Illumina Inc., San Diego, CA, USA) in single-read mode and with a read length of 50 bp (IGA Technology Services, Italy; www.igatechnology.com). Sequence reads were aligned to filtered gene models of *P. involutus* (ver. 1.0) [10] and *L. bicolor* (ver. 2.0) [9] using TopHat2 (ver. 2.0.13) [32]. Expression counts were determined using HTSeq (ver. 0.6.1) [33], and normalization factors were estimated using EDASeq (ver. 2.8.0) [34] and DESeq2 (ver. 1.14.1) [35]. Differentially expressed genes (DEGs) were identified using DESeq2, by testing for overall changes in expression during the time-course of the experiment using a likelihood ratio test, and for pairwise comparisons of (*t*_2_–*t*_4_) vs. *t*_1_ using a Wald test. *P* values were adjusted (*p*_adj_) for multiple testing using the Benjamini-Hochberg method [36] to control the false discovery rate with a significance cutoff of 0.01. KOG and KEGG enrichment analyses of DEGs were performed using the GOseq (ver. 1.26.0) tool [37].

The main temporal gene expression profiles were identified using the FunPat procedure [38] integrating annotation information, gene selection, and clustering. The input annotation information on genes encoding enzymes in metabolic pathways [39], organic N assimilation [40, 41], CAZymes, AAs, peroxidases [13], biosynthesis of secondary metabolites [13, 42] (Tables S1 and S2), autophagy [43], and secreted proteins (Fig. S1) were organized into a hierarchy to prioritize the identification of co-expressed genes associated with the most specific function. The average log_2_ gene expression for each time point was determined using DESeq2; only the annotated and highly changing time-DEGs were used as input in FunPat. The FunPat-clusters were classified into 15 identified response types (cf. Fig. 4). Statistical significance of the identified response types was evaluated by a permutation test of time points on the FunPat output.

To identify genes in *P. involutus* and *L. bicolor* potentially encoding proteins that are homologs to those being upregulated in *S. cerevisiae* during ammonium limitation, we collected a list of 41 proteins in *S. cerevisiae* that are significantly up-regulated during N-starvation conditions [44, 45]. The list was used as a query to identify putative homologs in the genomes of *P. involutus* and *L. bicolor* using BLASTP search (cut-off < 4.00E−20). One-to-one orthologous proteins were predicted using the reciprocal best alignment heuristic as implemented in Proteinortho (ver. 5) using the conserved synteny option [46].

A phylogenetic analysis of the yeast amino acid transporter (YAT) family was conducted by retrieving a preliminary dataset of all gene catalog proteins carrying the PF00324 domain from eight Agaricomycotina genomes [47]. A set of characterized sequences from *S. cerevisiae* and *Hebeloma cylindrosporum* [40] the YAT family was also included. A preliminary alignment was constructed using MAFFT [48] and poorly aligned regions were removed using Jalview [49]. A phylogenetic analysis was performed using RAxML [50] at Cipres [51] under the model PROTCATWAG, with 200 bootstrap runs. Further details are given in the Supplementary Information.

## Results

### Changes in the C and N content and the SOM composition associated with fungal activities

*P. involutus* and *L. bicolor* were grown on SOM extracted by a hot-water method from the humic layer of a Norway spruce forest. At the start of the experiment, the extract was supplemented with glucose as an energy source. The total organic C and N content in the SOM extract decreased over time in the presence of both fungi (Fig. 1A, B, Fig. S2A). The N level in the SOM medium, in particular ammonium-N, dropped more rapidly than the C content in both cases. Nitrate was not detected in the SOM extract. The fungal biomass increased until glucose was depleted from the medium. At that moment, the biomass of *P. involutus* started to decline, while that of *L. bicolor* remained relatively constant (Fig. 1A, B).

**Fig. 1:**
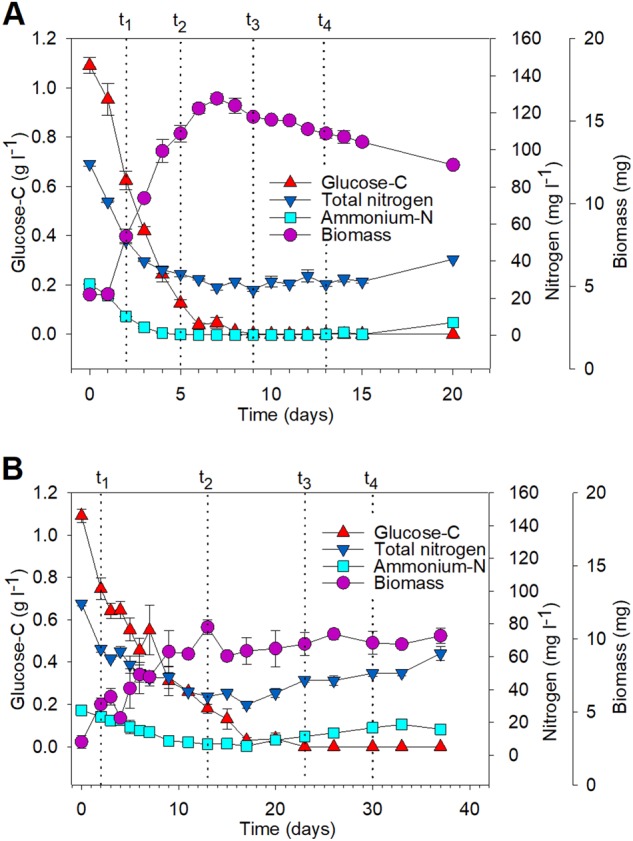
Mycelial biomass and chemical modifications of SOM extracts during decomposition by *P. involutus* (PAI) and *L. bicolor* (LAB). Dotted vertical lines indicate four time points (*t*_1_–*t*_4_) selected for spectroscopic and transcriptomic analyses. Changes in glucose-C, total N, ammonium-N, and the biomass of *P. involutus* (**A**) and *L. bicolor* (**B**) are shown (mean ± SE, *n* = 3). Note the different time-scales for the two fungi. Changes in the pH of the SOM extract are shown in Fig. S2B

Comparison of the FTIR spectra of the SOM extracts before and after incubation revealed a decrease of the bands associated with polysaccharides and ammonium, and an increase in the carbonyl band (C = O stretching) after the incubation (Fig. S3A, Table S3). The C = O stretching was more pronounced in the SOM extract incubated with *P. involutus* than the one incubated with *L. bicolor* (Fig. S3A). The infrared spectra of the SOM extract were resolved into four major components by the multivariate curve resolution-alternating least squares analysis, with a total explained variance equal to 99.99% (Fig. S3B). For both fungi, the first and second major resolved components decreased with time, which could be attributed to the uptake of nutrients (sugar-C and ammonium-N) from the medium. The third and fourth components increased with time, although they were not clearly resolved for *L. bicolor* (Fig. S3C).

Four time points were selected for a more detailed spectroscopy and transcriptome analysis (Fig. 1A, B). At *t*_1_, both glucose and ammonium were present in the SOM extract, and the fungal biomass increased. Thus, *t*_1_ represented an active growth (AG) phase. Next, *t*_2_ represented a phase when glucose was present, but ammonium was depleted from the medium (ND). At *t*_3_, glucose was not detected in the medium (<1 mg glucose–C l^−1^) and the mycelial growth was arrested, suggesting that the fungi were experiencing C depletion (CD). The last time point (*t*_4_) was chosen after the fungi would have experienced a prolonged C limitation (pCD).

### Lignin residue oxidation, iron speciation, and changes in organic N compound content

No oxidation of lignin residues was detected at the beginning of the SOM extract incubation with either fungus (AG, *t*_1_); in contrast, increasing oxidation was detected between *t*_1_ and *t*_2_ (ND) (Fig. 2A). The oxidation continued in the presence of *P. involutus*, but not *L. bicolor*, until *t*_3_. X-ray absorption spectroscopy at the Fe K-edge revealed iron reduction in the SOM extract, from ferric (Fe^3+^) to ferrous (Fe^2+^), during the AG and ND phases (*t*_1_ and *t*_2_) of *P. involutus*, and the iron was present in the oxidized form during the C starvation phases (*t*_3_ and *t*_4_) (Fig. 2B, Fig. S4). No significant changes in the iron oxidation state in the SOM extract were observed in the *L. bicolor* culture.

**Fig. 2:**
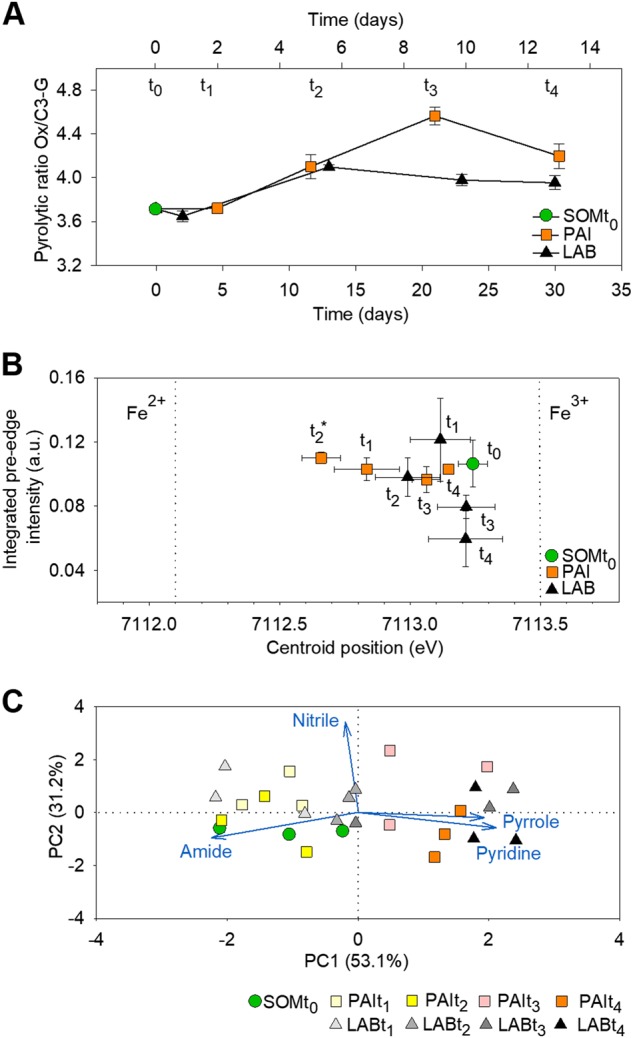
Lignin residue oxidation, iron speciation, and changes in organic N compound content. The time points *t*_1_–*t*_4_ are defined in Fig. 1. **A** Decomposition of lignin residues in the SOM extract, as determined by using pyrolysis-gas chromatography/mass spectrometry. The ratio of 4-acetylguaiacol to *trans*-propenylguaiacol (Ox/C3-G) is shown, as a marker of the degree of lignin side-chain degradation [13]. The data are corrected for the total organic C content and normalized to data for a SOM extract that had not been incubated with fungi (mean ± SE, *n* = 3). The top *x*-axis refers to the incubation time of *P. involutus* and the bottom *x*-axis refers to that of *L. bicolor*. **B** Changes in the speciation of iron in the SOM extract (mean ± SE, *n* = 2). Vertical lines indicate the centroid positions for ferric iron (Fe^3+^; at 7113.5 eV) or ferrous iron (Fe^2+^; at 7112.1 eV). The asterisk indicates significant difference from the initial SOM extract (SOMt_0_) (*p* < 0.05, one-way ANOVA). **c** The principal component analysis score and loading factor plot of the N K-edge spectra of the SOM extracts incubated with *P. involutus* and *L. bicolor*. The loading vectors were lengthened to improve the clarity of the figure

X-ray absorption spectroscopy at the N K-edge revealed that the relative abundance of various types of organic N compounds in the SOM extract (pyridine, nitrile, amide, and pyrrole) changed similarly during the incubation with *P. involutus* and *L. bicolor*, with a pronounced change between ND (*t*_2_) and CD (*t*_3_). Principal component analysis based on changes in relative abundances of these N compound types grouped SOM extracts at *t*_1_ and *t*_2_ together with the initial material, indicating low uptake of organic N by the fungi (Fig. 2C, Fig. S5, Table S4). As the incubation progressed to *t*_3_, SOM extracts incubated in the presence of *P. involutus* and *L. bicolor* were enriched in heterocyclic-N (pyridine and pyrrole) at the expense of amide, indicating uptake of amide compounds by the fungi (Fig. 2C). No separation of the samples based on the relative abundances of organic N types was observed in the PCA between *t*_3_ (CD) and *t*_4_ (pCD).

### Global transcriptional changes during SOM decomposition

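RNA was sequenced from the mycelium of *P. involutus* and *L. bicolor* at 4 time points, with 3 replicate cultures per time point and species, so that 24 libraries were analysed. The time points were days 2, 5, 9 and 13 (t1 to t4) for *P. involutus* and days 2, 13, 23 and 30 for *L. bicolor*. The authors aligned single-end reads to the filtered gene models of each genome and deposited the number of reads counted on the coding sequence of each gene model, without normalization. Between 9843577 and 13595446 reads per library were counted in *P. involutus*, and between 10598530 and 13187194 in *L. bicolor*. The median total per time point in *P. involutus* was 11689034 at t1, 10138813 at t2, 10224507 at t3 and 10463747 at t4. In *L. bicolor* it was 11162078, 11602934, 11213208 and 12473940 in the same order. The values given here use these counted reads. The reads mapped to the transcriptome that the paper lists in Table S5 range from 10734669 to 14951187 in *P. involutus* and from 11583145 to 14644851 in *L. bicolor*, and 90.0 to 92.8% of them were counted on gene models. Gene models with a mean count of at least 11 over the 12 libraries of a species were tested, which left 12032 of 17968 gene models in *P. involutus* and 14352 of 23130 in *L. bicolor*. Counts were normalized with TMM factors and tested with edgeR's quasi-likelihood test, and the false discovery rate was controlled at 1% with Benjamini-Hochberg adjustment. The authors instead used DESeq2 with factors for sequencing depth, transcript length and G/C content. Those factors, one per gene and library, were also deposited and served as an alternative normalization. Time points are compared within each species only. The gene models carry names that no table used here pairs with the protein identifiers of the paper, so changes are given as numbers of genes.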

The mycelial transcriptional profiles of the fungi were analyzed using RNA sequencing (Table S5). The transcriptomes of *P. involutus* and *L. bicolor* were distinct and different at the four evaluated time points (Fig. S6A). 

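In a principal component analysis of the log2 CPM of all tested genes (prior count 2), the first component held 68.9% of the variance in *P. involutus* and 71.2% in *L. bicolor*, and the second held 14.2% and 14.3%. Along the first component of *P. involutus* the mean score was -42.06 at t1, -25.88 at t2, 19.94 at t3 and 48.00 at t4, with SDs between 0.03 and 3.81 (n = 3 libraries each). In *L. bicolor* the means were -60.19, -21.71, 32.02 and 49.88 in the same order, with SDs between 0.69 and 4.39. Over all tested genes, the largest distance between 2 libraries of one time point was 32.0 in *P. involutus* and the smallest distance between libraries of different time points was 44.4. In *L. bicolor* these distances were 34.0 and 37.4. Time points accounted for 87.8% of the squared distances in *P. involutus* and 88.1% in *L. bicolor*. No other division of the 12 libraries into 4 groups of 3 was as tight in either species (exact permutation test over all 15400 divisions, p = 6.49e-05, the smallest they can give). With the 500 genes of largest variance the first component rose to 80.9% in *P. involutus* and 83.8% in *L. bicolor*. The paper states from its own PCA that the transcriptomes differed among the 4 time points.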

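Over the whole time course, 8528 genes of *P. involutus* changed at a false discovery rate of 1%, which is 47.5% of its gene models and 70.9% of the tested genes. In *L. bicolor* 9904 genes changed, 42.8% of the gene models and 69.01% of the tested genes. With each library left out in turn the number stayed between 8111 and 8435 in *P. involutus* and between 9351 and 9829 in *L. bicolor*. Of the alternatives tried, a false discovery rate of 5% moved it most, to 9723 genes in *P. involutus* and 11198 in *L. bicolor*, and with the authors' factors for length and G/C content it was 7738 and 8809. Compared with t1, 1691 genes of *P. involutus* were upregulated at t2 and 2170 downregulated, against 3162 and 3191 at t3 and 3872 and 3672 at t4. In *L. bicolor* 2576 genes were upregulated at t2 and 2709 downregulated, 4004 and 3903 at t3, and 4437 and 4366 at t4. From t3 to t4, 1421 genes rose and 1599 fell in *P. involutus*, and 874 rose and 1342 fell in *L. bicolor*. The last 2 numbers depend on single libraries and on the processing. With the authors' factors for length and G/C content in edgeR, 550 genes rose and 688 fell in *L. bicolor*. With the same factors in DESeq2, a setting chosen after the data were seen, 762 rose and 1039 fell. Without replicate 2 of t3, 528 genes rose and 837 fell in *L. bicolor*. With 3 libraries against 3, no single gene can reach a two-sided exact permutation p below 0.1, so these calls rest on the model fitted across all genes.

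**Figure D1:**
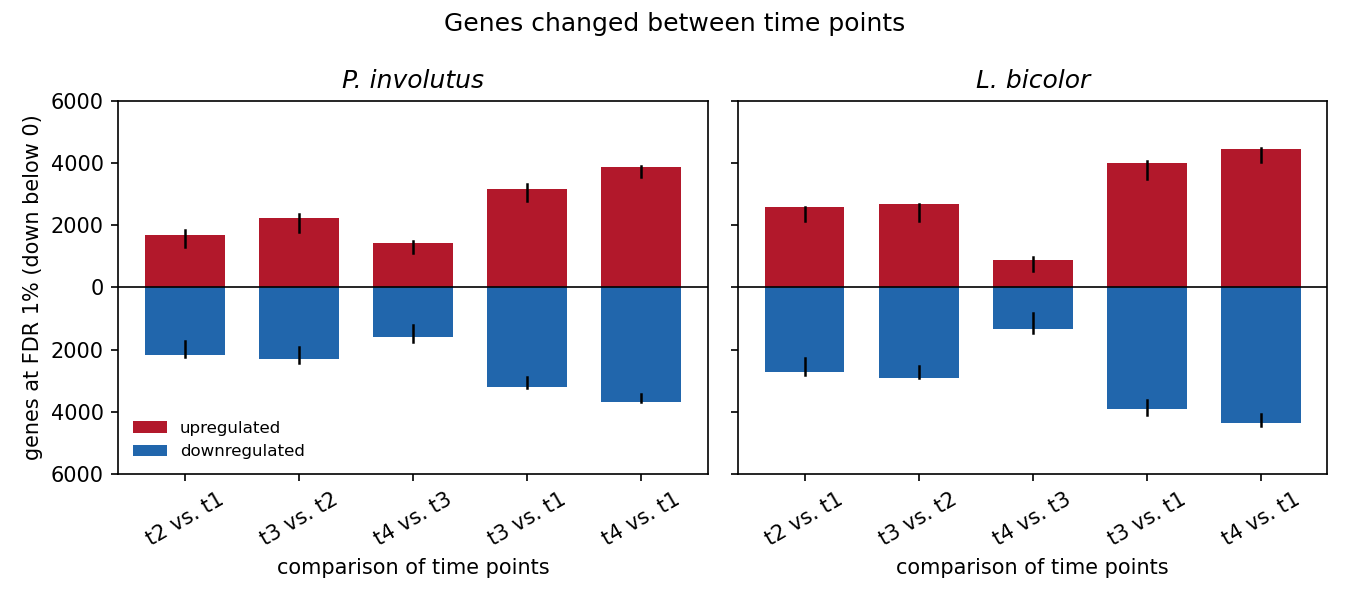
Number of genes up- and downregulated at a false discovery rate of 1% in *P. involutus* (left) and *L. bicolor* (right), for each comparison of time points on the horizontal axis, with downregulated genes drawn below 0. Black lines span the values with each library left out in turn and the value with all libraries. In *P. involutus* the upregulated genes go from 1691 at t2 to 3872 at t4 against t1.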

Overall, the expression of 43% (7779) of the predicted *P. involutus* genes and 39% (8919) of the predicted genes in *L. bicolor* was significantly altered over the time course of the experiment. 

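Each gene that changed over the time course was assigned to the time point of its highest mean expression. In *P. involutus* 2960 of these genes (34.7%) were highest at t1, 1430 (16.8%) at t2, 950 (11.1%) at t3 and 3188 (37.4%) at t4. In *L. bicolor* 3690 (37.3%) were highest at t1, 1610 (16.3%) at t2, 1220 (12.3%) at t3 and 3384 (34.2%) at t4. The first and last time points together held 72.1% of the genes in *P. involutus* and 71.4% in *L. bicolor*. With each library left out in turn this share stayed between 70.4 and 72.9% in *P. involutus* and between 70.1 and 73.0% in *L. bicolor*. When the highest time point was taken from the authors' deposited rlog values, the shares were 70.2% and 68.7%. In *P. involutus* the order of t1 and t4 depended on the processing. The authors' factors put t1 ahead (2853 genes at t1, 2734 at t4), while the deposited rlog values kept t4 ahead (2958 and 3029).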

A majority of the DEGs were most highly expressed at *t*_1_ or *t*_4_ (Table S6, Fig. S6B). Enrichment analysis revealed that many metabolic and cellular processes were overrepresented in the two fungi at *t*_1_. A small number of processes were enriched at the later time points, and the overrepresented processes exhibited time-dependent differences in the two fungi (Fig. S6C).

### Gene expression induced at the onset of SOM oxidation

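Genes at least 2-fold higher at t2 than at t1 at a false discovery rate of 1%, with a mean expression at t2 among the top 20% of tested genes, numbered 29 in *P. involutus* and 154 in *L. bicolor*. The supplement of the paper gives 62 and 225 genes by its own version of this rule. The 29 genes of *P. involutus* in Fig. 3 are annotated genes only, so the equal number here is not a match. The top 20% were 2406 genes with at least 101.9 CPM in *P. involutus* and 2870 genes with at least 70.6 CPM in *L. bicolor*. The median log2 fold change was 1.24 over the 29 genes (highest 2.85) and 1.47 over the 154 (highest 7.83). Of the 29 genes, 27 were also up at t3 against t1 and 13 at t4. Of the 154 genes, 131 were up at t3 and 104 at t4. These comparisons share the t1 libraries on which the genes were chosen. The overlap that this alone would give was not computed for these lists. With the authors' factors for length and G/C content in place of TMM the rule gave 64 genes in *P. involutus*, 21 of them among the 29, and 231 in *L. bicolor*, 116 of them among the 154. Without regard to expression level, 118 genes rose at least 2-fold at t2 in *P. involutus* and 232 fell, against 575 and 249 in *L. bicolor*. The gene model e_gw1.13.309.1 of *P. involutus* had the second largest rise by the same test. It went from 39.5 ± 6.19 CPM at t1 (SD, n = 3) to 284.9 ± 22.9 at t2 (n = 3), a log2 fold change of 2.85 (standard error 0.11, adjusted p = 2.99e-12 from edgeR's quasi-likelihood test). In *L. bicolor* the largest rise was that of e_gw1.18.261.1, from 0.82 ± 0.18 CPM (n = 3) to 187.5 ± 90.6 (n = 3), a log2 fold change of 7.83 (standard error 0.42, adjusted p = 1.32e-12 from the same test). Its counts were 7 to 11 at t1 and 986 to 3004 at t2. These gene models were not paired with the protein identifiers of the paper here.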

To identify the major transcriptional changes that occurred during the onset of SOM oxidation, the genes that were both highly upregulated (more than twofold) and highly expressed (among the 20% most highly expressed genes at *t*_2_) in pairwise comparisons of *t*_2_ and *t*_1_ samples were identified (Fig. 3). In both fungi, some of these genes were associated with N metabolism and the assimilation of organic N sources, and several shared sequence similarity with genes upregulated in *Saccharomyces cerevisiae* during ammonium limitation. However, the upregulated genes from the N metabolism and assimilation categories were different between *P. involutus* and *L. bicolor*. Upregulated genes in *P. involutus* but not in *L. bicolor* encoded nitrate, ammonium, and urea transporters. An upregulated amino acid permease-encoding gene of *L. bicolor* shared sequence similarity with several amino acid permeases of *S*. *cerevisiae*; close homologs of these *S. cerevisiae* genes were not found in *P. involutus* (Fig. S7).

**Fig. 3:**
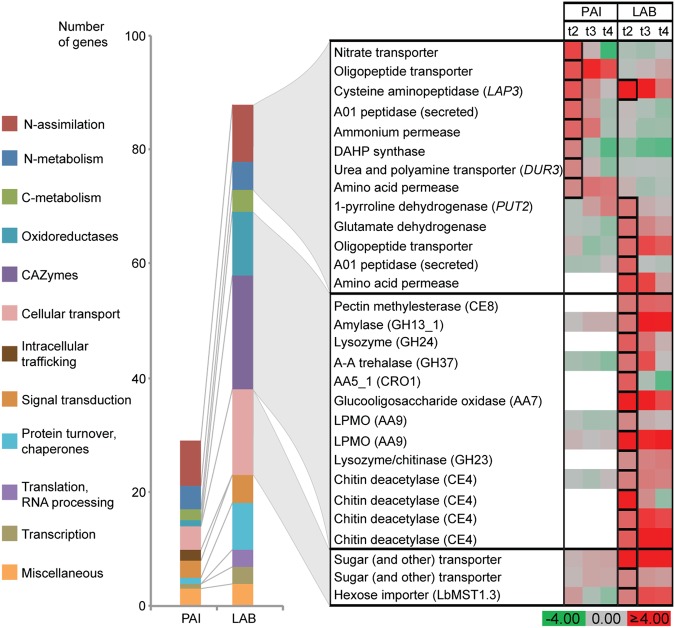
Expression of *P. involutus* (PAI) and *L. bicolor* (LAB) genes at the onset of SOM oxidation. The bar graph depicts the functional categories of annotated genes (29 in *P. involutus* and 88 in *L. bicolor*) that were among the top 20% most highly expressed genes at *t*_2_, and were upregulated more than twofold in pairwise *t*_2_ vs. *t*_1_ comparisons (*n* = 3, *p*_adj < _0.01, Wald test). The categories *CAZymes* and *Translation, RNA processing* were identified only in *L. bicolor*; *Intracellular trafficking* was only identified in *P. involutus*. Detailed information on the annotated genes is given in Tables S7 and S8. Fold-changes in expression for (*t*_2_–*t*_4_) vs. *t*_1_ comparisons, presented on a log_2_-scale, of selected genes from the *N metabolism*, *N assimilation*, *CAZymes*, *oxidoreductases*, and *cellular transport* categories are shown in the panel on the right. The *t*_2_ data points depicted in black squares indicate genes that were highly upregulated (≥twofold vs. *t*_1_) and expressed (top 20% at *t*_2_). Gene names given in parentheses in the *N metabolism* and *N assimilation* categories are homologs from *S. cerevisiae* that are significantly upregulated during ammonium limitation (Table S9). Procedures for identifying homologs of *P. involutus* and *L. bicolor* are described in Table S10; white color indicates that no homolog was identified

The expression of genes encoding enzymes acting on carbohydrates (CAZymes) and auxiliary oxidoreductases (AAs) [52, 53] differed markedly between *P. involutus* and *L. bicolor* (Fig. 3). Genes encoding the following extracellular enzymes involved in the degradation of plant polysaccharides were highly expressed and upregulated in *L. bicolor*: pectin methylesterase (CE8), amylase (GH13_1), glucooligosaccharide oxidase (AA7), and two lytic polysaccharide monooxygenases (LPMOs, AA9). In addition, *L. bicolor* expressed several genes presumably involved in the degradation of microbe-derived material, including A–A trehalase (GH37), lysozymes (GH23 and GH24), and chitin deacetylases (CE4). Genes encoding these enzymes were either absent from the *P. involutus* genome or not upregulated at the onset of SOM oxidation. Further, the upregulated *L. bicolor* genes that encoded putative transporters were more numerous and diverse than those upregulated in *P. involutus*. The *L. bicolor* transporter genes included ones coding for the hexose import transporter LbMST1.3 [54] and several other transporters from the major facilitator superfamily (Fig. 3).

### Transcriptional responses to changing nutrient availability

To characterize the major transcriptional changes that occurred over the time course of the entire experiment, genes that were coordinately expressed were identified (Fig. 4). A clustering procedure based on hierarchical functional annotations of genes was customized with the KEGG metabolism hierarchy and a novel hierarchy of genes associated with the decomposition of PCW derived polymers and assimilation of organic N (SOM-interaction genes), with a conservative statistical treatment to maximize the biological relevance (Figs. S8 and S9; Table S11). Transcriptional response type discovery was developed, and clusters of 15 types (r_1_… r_15_) were identified (Fig. 4A, B). Fourteen of these response types were found in *P. involutus* and 11 in *L. bicolor*. 

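The clusters were built by the authors from annotated genes, and neither the annotations nor the cluster profiles were used here. The course of expression was instead followed gene by gene over the genes that changed over the time course and differed more than 2-fold from t1 at any later time point, 2509 in *P. involutus* and 3274 in *L. bicolor*. These counts cover a wider set of genes than the clusters. In *P. involutus* 937 of them (37.3%) fell at every step from t1 to t4 and 668 (26.6%) rose at every step. In *L. bicolor* 988 (30.2%) fell at every step and 1142 (34.9%) rose at every step. These summaries were chosen after the data were seen. The rule of the supplement that turns small steps into unchanged ones was also applied to each gene, and its sentence on slow drifts can be read in 2 ways. If a drift may run over steps of any size, the genes of type r_10_ are the same 37.3% and 30.2% as above. If a drift may run only over steps that are small by the rule, 6.02% of the genes in *P. involutus* and 3.60% in *L. bicolor* are of this type. The size of this type among all changing genes thus depends on that reading. With the first reading type r_10_ was the largest in *P. involutus*, and in *L. bicolor* the rising type r_9_ was larger. With the second reading type r_10_ was the largest in neither species.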

The largest number of genes followed the response type r_10_, i.e., highest expression during AG and a gradually decreasing expression over time. This expression pattern was observed for ca. 54% of the clustered genes in *P. involutus* (330 genes) and *L. bicolor* (457 genes), and was dominated by the metabolic pathway genes (Fig. S9A). Ten of the remaining response types represented genes that were upregulated during one or more time points associated with ND, CD, or pCD conditions (Fig. 4B bottom). These response types were dominated by SOM-interaction genes; functional annotations of the five most common types are shown in Fig. 4C (r_5_, r_7_, r_9_, r_11_, and r_12_). 

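Over all tested genes, 1208 genes of *P. involutus* and 1772 of *L. bicolor* were at least 2-fold up at t3 or t4 against t1. Of these, 379 (31.4%) were already upregulated at t2 in *P. involutus* and 1032 (58.2%) in *L. bicolor*. With each library left out in turn the share stayed between 25.5 and 33.2% in *P. involutus* and between 52.5 and 58.5% in *L. bicolor*. With the authors' factors it was 27.1% and 52.2%. A change of at least 2-fold at t2 was met by 6.29% of the later-induced genes in *P. involutus* and 24.4% in *L. bicolor*. All comparisons share the t1 libraries. In 20 simulated data sets per species in which t2 did not differ from t1, the share was 0% in each. With no gene changed at t2, control of the false discovery rate leaves almost none to call. The simulation therefore does not bound the overlap that the shared t1 libraries give in the real data, where many genes passed at t2. A further 55 of the 1208 genes in *P. involutus* and 17 of the 1772 in *L. bicolor* were downregulated at t2. These genes were not restricted to the clustered or annotated ones. The difference between the species was not tested gene by gene, and t2 was sampled on day 5 in *P. involutus* and on day 13 in *L. bicolor*. From the response types of its clustered genes, the paper states that the 2 fungi differ in whether ammonium depletion or only glucose depletion was followed by upregulation.

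**Figure D2:**
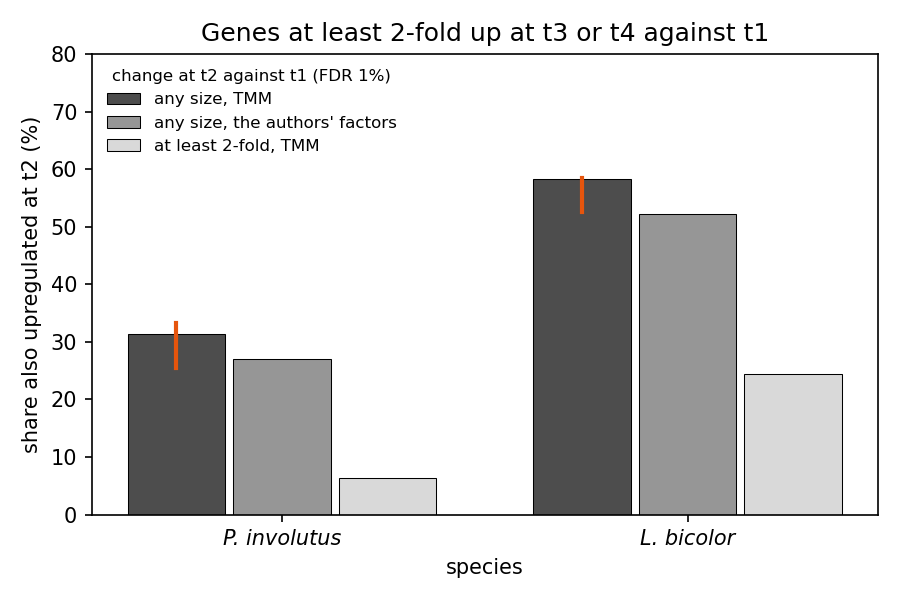
Share of the genes at least 2-fold up at t3 or t4 against t1 that were also upregulated at t2 (false discovery rate of 1%), in percent, for each species. Dark bars count a change of any size at t2 with TMM, with a line spanning the values with each library left out in turn and the value with all libraries; the other bars use the authors' factors or require at least 2-fold at t2. The share is 31.4% in *P. involutus* and 58.2% in *L. bicolor*.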

The functions and numbers of genes in these response types differed considerably in the two fungi: most genes in *L. bicolor* were upregulated in response to ND and CD/pCD; in contrast, most genes in *P. involutus* were only upregulated in response to CD or pCD. The temporal expression pattern associated with each response type was significant in these types as indicated by the enrichment of SOM-interaction genes for at least one of the species, or by the significantly limited metabolic genes with an expected amount of SOM-interaction genes (r_5_) (Fig. S9B).

**Fig. 4:**
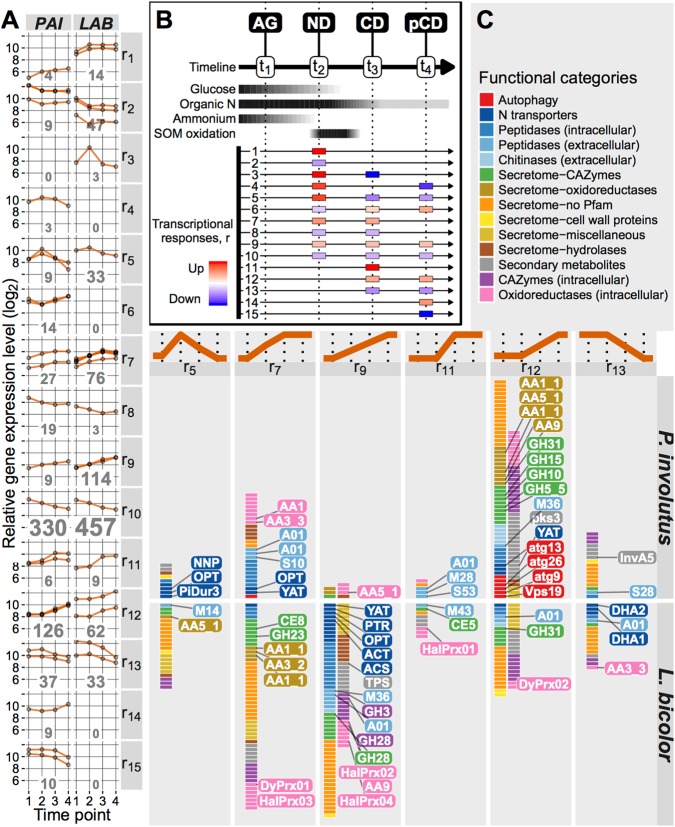
Transcriptional responses of ECM fungi to changing nutrient availability. **A** Main temporal gene expression profiles identified by clustering genes associated with metabolism and SOM-interaction, and differentially expressed in *P. involutus* (PAI, 1066 genes) and *L. bicolor* (LAB, 1120 genes) (Fig. S8). The main expression profiles were grouped into 15 distinct transcriptional response types (r_1_…r_15_) (panel **B**). The number of distinct genes within each response type category is indicated in each subpanel, with the font size proportional to the number of genes. **B** Identification of the transcriptional response types. Top, schematic representation of changes in glucose, organic N, ammonium-N, and SOM oxidation levels, determined by chemical analyses (cf. Figs. 1 and 2). AG active growth, ND ammonium depletion, CD glucose depletion, pCD prolonged glucose depletion. Bottom, observed patterns of qualitative changes in gene expression at the ND, CD, and pCD conditions relative to the preceding time point. These patterns were thus defining the 15 transcriptional response types. The response patterns are sorted according to the time point of expression change, prioritizing upregulation over downregulation, and positioning complementary pairs (up vs. down) next to each other. A missing box indicates a sustained expression level. **C** Genes clustered by virtue of their SOM-interaction annotation. Shown are the transcriptional response types that were specifically upregulated during ND (r_5_), upregulated during ND and CD (r_7_ and r_9_), sustained during ND and upregulated during CD and pCD (r_11_ and r_12_), and sustained during ND and downregulated during CD and pCD (r_13_). Functional gene categories are indicated by different colors and the boxes represent individual gene models. Genes discussed in the text are highlighted. See Dataset S1 for more detailed information

In *P. involutus*, the number of SOM-interaction genes upregulated in response to ND was limited and included genes that encoded oxidoreductases: laccase-like multicopper oxidase (AA1), methanol oxidase (AA3_3), and copper radical oxidase (AA5_1 (CRO_2)). Some of the genes that encode extracellular peptidases (A01, S10) and N transporters (YAT and oligopeptide transporter (OPT) families) were similarly regulated (Fig. 4C, r_5_, r_7_, and r_9_). Temporary upregulation in response to ND (Fig. 4C, r_5_) characterized genes of three coordinated N transporters: OPT, and the previously identified urea (Dur3) and nitrate transporters (NNP) (cf. Fig. 3). The cohort of *P. involutus* genes that were upregulated in response to CD but not ND (Fig. 4C, r_12_) included several PCWDE genes, i.e., endoxylanase (GH10), glucoamylase (GH15), alpha glucosidase (GH31), endoglucanase (GH5_5), and LPMO (AA9); as well as two laccases (AA1_1) and a copper radical oxidase (AA5_1 (CRO3-5)). Other upregulated genes in this category encoded chitinases (GH18 and GH18–CBM5), intracellular and extracellular peptidases, and some N transporters. Notably, a cluster of six autophagy-related (atg) genes (atg9, atg13, atg15, atg17, atg26, and Vps19) was coregulated with the CD-responsive genes, suggesting the activation of a C starvation response [43]. The analysis also revealed temporal regulation of genes involved in the biosynthesis of the Fe^3+^-reducing metabolite involutin (InvA5 and InvD) [23, 55]. In terms of the response type, both genes showed sustained expression during AG and ND (Fig. 4C, r_13_).

In *L. bicolor*, genes upregulated in response to ND (Fig. 4C, r_5_, r_7_, and r_9_) included ones that encoded enzymes putatively involved in the oxidation of organic matter, including two laccases (AA1), aryl alcohol oxidase (AA3_2), and a copper radical oxidase (AA5_1 (CRO1)), which was also among the most highly expressed and upregulated genes at *t*_2_ (Fig. 3). The cluster analysis also identified several PCWDE genes upregulated by N, including the previously identified genes for pectin methylesterase (CE8) and amylase (GH13_1) (cf. Fig. 3), and, additionally, two pectinases (GH28), a beta-glucosidase (GH3), and an alpha-glucosidase (GH31). Several genes encoding intracellular peroxidases, including haloperoxidases of the heme-thiolate family (HalPrx01, HalPrx02, HalPrx03, and HalPrx04) and a dye-decolorizing peroxidase (DyPrx01) [13] were also up-regulated. Genes that were up-regulated or with unchanged elevated expression at ND included ones that encoded proteins involved in organic N assimilation: extracellular peptidases (A01, M14, M36, and M43) and a diverse set of N transporters (DHA1, DHA2, ACS, ACT, YAT, OPT, and PTR families) (Fig. 4C).

## Discussion

As demonstrated by recent studies, SOM extracted from the humic soil layer of a Norway spruce stand using hot water contains all major classes of biomolecules found in bulk SOM [13]. *P. involutus* and *L. bicolor*, when supplemented with glucose, have the capacity to decompose SOM by relying on oxidative mechanisms [13]. Here, using time-series spectroscopy and the same type of SOM extract, we show that SOM oxidation is linked to the liberation of organic N from SOM (Figs. 1 and 2). In both fungi, SOM oxidation was initiated when the readily available N source, i.e., ammonium, had been depleted. Following oxidation, organic N sources were utilized. In agreement with the findings of a previous study [21], the increased level of oxidation products declined when the fungi experienced C limitation. Therefore, despite their different evolutionary histories and foraging strategies, we observed functional convergence between the two species at the level of both SOM decomposition processes (SOM oxidation and liberation of organic N) and the regulation of SOM decomposition by similar nutritional signals, including limitation of inorganic N sources, presence of organic N source(s), and access to an energy source, e.g., glucose.

Sequential assimilation of N sources is common in fungi, with the ammonium utilized before other, less preferred, N sources [56, 57] and this was observed in our study as well. To examine whether *P. involutus* and *L. bicolor* sensed ammonium depletion, as has been observed in other fungi, we analyzed the regulation of genes homologs to ones that are upregulated during ammonium limitation in *S. cerevisiae*. Although most of those genes are present in the genomes of *P. involutus* and *L. bicolor*, and similar number of genes related to N-assimilation and N-metabolism were upregulated in both species, the types of upregulated genes differed markedly (Fig. 3). One gene that was upregulated in *L. bicolor* encoded an ammonium permease; this gene was located in a clade of fungal permeases, including *Gap1* (Fig. S7). In *S. cerevisiae*, *Gap1* is up-regulated during ammonium limitation and acts as a transceptor, i.e., both as a transporter and a receptor sensing the presence of amino acid substrates [58]. *P. involutus* and other related species from the Boletales examined here lack sequences in this clade. The genes upregulated during ammonium limitation in *P. involutus* included ones encoding inorganic N transporters and a *Dur3* homolog (*PiDur3*) [59], which encodes a plasma membrane transporter of urea and polyamines in *S. cerevisiae*.

The data presented in the current study indicated that SOM oxidation by *P. involutus* and *L. bicolor* proceeded in conjunction with hydrolysis. However, the components of the decomposition mechanisms and their regulation were distinct and different in the two fungi. The data suggested that SOM decomposition by *P. involutus* is a two-step mechanism of oxidation and hydrolysis, controlled by N limitation and C limitation, respectively. By contrast, SOM decomposition by *L. bicolor* is a one-step mechanism that involves a combined activity of oxidative and hydrolytic enzymes triggered by N limitation and sustained during C limitation.

Reduced iron (Fe^2+^) is required for the generation of hydroxyl radicals (∙OH) in the Fenton reaction [11]. Such iron was detected in the organic matter extract after incubation with *P. involutus* at the onset of SOM-oxidation (*t*_2_) using X-ray absorption spectroscopy. This coincided with the expression of genes encoding enzymes involved in the biosynthesis of the Fe^3+^-reducing metabolite involutin, InvA5 and InvD [55]. At this stage of SOM decomposition, only a small number of genes encoding extracellular enzymes were upregulated in *P. involutus*. However, at later time points and during CD, *P. involutus* expressed a larger number of extracellular hydrolytic enzymes, including proteases, chitinases, oxidases, and glycoside hydrolases (Fig. 4C). These genes were upregulated together with several genes associated with autophagocytosis, suggesting that *P. involutus* was undergoing C starvation response involving mycelial autolysis [43]. At the same time, the fungal biomass declined (Fig. 1A). Although some of the upregulated genes coded for extracellular enzymes that were probably involved in the degradation and assimilation of released cellular material, others (GH10, GH15, GH31, GH5_5, and LPMOs) most likely encoded enzymes involved in the decomposition of the PCW-derived material present in the SOM extract. The above observations suggest that ∙OH generation is to some extent temporally separated from the synthesis of extracellular (both oxidative and hydrolytic) enzymes. Evidence of such a temporal separation of the production of ∙OH and proteolytic enzymes was recently presented in a study examining the protein decomposition by *P. involutus* [60]. A temporally separated two-stage oxidation-hydrolytic mechanism was recently shown to be utilized during wood decay by the BR fungus *Postia placenta* [61].

In contrast with *P. involutus*, increased Fe^2+^ levels were not observed in the SOM extract of *L. bicolor* at any stage of the incubation. This suggested that the mechanism of SOM decomposition utilized by *L. bicolor* probably does not involve a nonenzymatic ∙OH oxidation. Furthermore, the *L. bicolor* biomass did not decrease and autophagy-related genes were not upregulated during C depletion, suggesting that the two fungal species respond differently to C starvation cues. Unlike in *P. involutus*, ND induced the expression of a number of *L. bicolor* genes associated with the decomposition of PCW derived polymers by saprotrophic fungi, including ones encoding LPMOs and CRO1, and genes associated with the decomposition of microbial products. Homologs of these genes were either lacking or not up-regulated in *P. involutus* (Fig. 3). Moreover, in *L. bicolor*, during C starvation, the expression of SOM decomposition genes upregulated during ND increased further, and a small set of additional genes, potentially also involved in SOM decomposition, was upregulated (Fig. 4C). The genes that responded to both ND and CD, or only to CD, included ones that are typically involved in the decomposition of PCW polymers by saprotrophic fungi, including pectin (GH28 and CE8), cutin (CE5), cellobiose (GH3), starch (GH13_1), small polysaccharides (AA7) [11], and cellulose (AA9), as well as the fungal cell wall component chitin (CE4). These genes also included ones coding for oxidative enzymes, such as DyP and HalPrx, which have been suggested to act on lignin-like compounds and participate in detoxification processes [62]. The observation that a gene of a hexose import transporter LbMST1.3 [54] was upregulated together with several PCWDE genes in *L. bicolor* (Fig. 3) suggests that this fungus indeed possesses some capacity to assimilate C released during SOM decomposition. Collectively, these data indicated that immediately after the onset of ND, a number of genes related to the enzymatic decomposition of PCW and microbial polymers were upregulated in *L. bicolor*, and continued to be upregulated during C depletion.

Studies have suggested that some of the remaining PCWDE genes seen in ECM fungi have been recruited for the modification of the PCW of the host during mycorrhizal formation [19, 20]. Here, we provide evidence that at least some PCWDE genes are upregulated in the absence of a host during N and/or glucose limitation as part of the SOM decomposition mechanisms of ectomycorrhizal fungi. This suggests that while during evolution of the ectomycorrhizal lineages the PCWD machinery got reduced [10], the remaining genes could have been either incorporated into the SOM decomposition mechanisms of ECM fungi or recruited as PCW modifying genes during mycorrhizal formation. Such a diversification of functions could happen even within a gene family. This hypothesis is supported by the fact that the endoglucanase GH5-5 gene from *L. bicolor* that was shown to participate in the remodeling of the PCW during mycorrhization [20] was expressed at low levels and not significantly regulated in our experiments.

The decomposition mechanisms of *P. involutus* and *L. bicolor* are distinctly different, in agreement with their diverse evolutionary origins, i.e., a BR wood decayer vs. litter-decomposing fungus [10]. In spite of these differences, the action of both mechanisms is controlled by N and C availability. This further suggests that the availability of photosynthetic products along with the type of available N in soil could act as a dual control over the decomposition activities of ECM fungi. That the host plant might actively control the decomposing activities of ECM fungi by controlling the amount of photosynthetic carbon provided to the fungus is suggested by soil microcosm experiments with *Pinus sylvestris* seedlings and ECM fungi including *P. involutus*. ^14^C pulse labeling of the seedlings showed that the amount of plant C allocated to the fungal mycelium was high at the early phase of colonization of litter patches, but the C flow dropped when these areas were fully colonized and the available nutrients were assimilated [63]. Alternatively, seasonality might control the decomposition activities of ECM fungi as suggested in field studies using enzyme assays [16, 64]. Further studies are needed to examine how the decomposition activities of ECM fungi are regulated when the fungi are growing in the field and in association with their plant host. Data generated from experiments in pure culture system as used in this study will provide the tools including the molecular biomarkers that could accurately predict the decomposition activities of ECM fungi in situ. Such markers must capture the action of both enzymatic and nonenzymatic (i.e., Fenton-based) reactions.

The impact of ECM fungi on soil carbon cycling remains controversial. Genomic comparisons have suggested that the decomposition potential of ECM fungi is much smaller than that of their saprotrophic ancestors, based on the gene losses for PCWDEs seen in ECM lineages [8, 10]. However, our results suggest that under nitrogen limitation ECM fungi oxidize SOM, while under nitrogen and/or carbon limitation some of the remaining PCWD related genes are upregulated. Whether these genes are used to only modify the SOM in order to further access entrapped nitrogen sources [65] or to release metabolic C is not clear, but the upregulated sugar transporter in *L. bicolor* suggests that some of this C can be assimilated by the mycelium. The impact of those PCWD related genes on C cycling processes might be considerable, particularly in deeper soil horizons where ECM species dominate [23]. Furthermore, ECM species might have an indirect impact on soil C cycling by affecting the availability of N. The upregulation of genes involved in the decomposition of proteins and other microbial-origin N compounds suggest that ECM fungi are able to access, decompose and assimilate organic N entrapped in SOM compounds. By doing so, ECM fungi may induce or potentiate N limitation of free-living, saprotrophic microbial decomposers, which may impede the soil C cycling and increase soil C storage [66, 67].

## Supplementary information

Supplementary Information

Dataset S1

## Data Availability

The chemical and spectral datasets (Py-GC/MS, XANES, FTIR) generated and analyzed during the current study are available from the corresponding author on reasonable request. The RNA-Seq datasets generated and analyzed during the current study are available in the Gene Expression Omnibus (GEO) repository, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE110485.

# Supplementary material for: The soil organic matter decomposition mechanisms in ectomycorrhizal fungi are tuned for liberating soil organic nitrogen
**Source:** ISME J. 2018 Dec 11;13(4):977–88. doi: 10.1038/s41396-018-0331-6
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Information**

**Article title:** The soil organic matter decomposition mechanisms in ectomycorrhizal fungi are tuned for liberating soil organic nitrogen

**Authors:** César Nicolás, Tomas Martin-Bertelsen, Dimitrios Floudas, Johan Bentzer, Mark Smits, Tomas Johansson, Carl Troein, Per Persson and Anders Tunlid

**Materials and methods**

**Culture Conditions.** Cultures of *P. involutus* (Batsch Fr., ATCC 200175) and *L. bicolor* (Maire P.D. Orton) were grown (18 ^o^C, in the dark) on a layer of glass beads in Petri dishes containing a liquid minimum Melin-Norkrans (MMN) medium for 9 and 18 d, respectively (1). The MMN medium consists of 2.5 g l^–1^ glucose, 500 mg l^–1^ KH_2_PO_4_, 200 mg l^–1^ NH_4_Cl, 150 mg l^–1^ MgSO_4_·7H_2_O, 25 mg l^–1^ NaCl, 50 mg l^–1^ CaCl_2_, 12 mg l^–1^ FeCl_3_·6H_2_O and 1 mg l^–1^ thiamine-HCl; pH 4.0. After 9 days of incubation (18 °C in the dark), the medium was replaced with MMN medium without N to induce an N-deprived mycelium (2). After 24 h, the mycelium was washed in sterile water, and the SOM extract (10 ml) was added.

SOM was extracted from the upper 10-cm soil layer in a 61-y-old Norway spruce stand growing in a N-poor site in central Sweden (soil pH, 5.0) using hot water (3). Particles were removed by filtration (0.2 µm), and low molecular weight metabolites were partly removed by ultrafiltration (cut-off, 1 kDa). The concentration of the SOM extract was adjusted, and the extract was supplemented with glucose to a final concentration similar to that in the MMN medium (1).

**Chemical Analysis.** Total organic carbon concentrations were measured using a TOC Analyzer (Shimadzu, Kyoto, Japan), and total nitrogen (TN) using the same apparatus with a TNM-1 detector. Glucose concentration was measured using the glucose (GO) assay kit (Sigma-Aldrich, Seelze, Germany). Nitrate and ammonium concentrations were determined using flow injection analysis (FIAstar 5000 Analyzer, FOSS, Denmark).

Pyrolysis gas chromatography-mass spectrometry (Py-GC/MS) was conducted on freeze-dried organic matter extracts. Samples were analyzed using a TurboMass/ Autosystem XL with Frontier Lab double Shot pyrolyser (Perkin-Elmer, Waltham, MA, USA). Pyrolysis data were acquired and processed with QCalibur 1.4 SR1 software (Thermo Finnigan, San Jose, CA, USA), and peaks were identified by comparison with published and stored data (NIST library). The ratio of 4-acetylguaiacol to *trans*-propenylguaiacol(Ox/C3-G) was used as a marker of the degree of side-chain degradation of lignin (4).

The Fe K-edge XANES spectra were collected at beamline I811, MaxLab, Lund, Sweden. The beam photon flux on the sample was 10^11^-10^12^ photons per second and the beam size on the sample was 0.5 x 0.5 mm^2^. The beam was monochromatized with a double-crystal Si(111) monochromator, detuned to 60% of the maximum intensity for rejection of higher order harmonic radiation. A reference Fe metal foil was used as an internal energy calibration of the monochromator for all spectra; the first inflection-point of the main edge of the metal foil was set at 7 111.08 eV. The spectra were recorded in continuous scan mode from 6 900 to 7 150 eV and between 2 and 10 scans were averaged per sample. The X-ray absorption spectra were processed and analyzed using the software SIXPack (5). The calibrated spectra were pre-edge baseline corrected and normalized at the post-edge to 1. In order to obtain the redox state of Fe, the pre-edge peak was examined as described by Wilke et al. (6). The centroid position of this peak is indicative of the Fe redox state. A spline baseline was adjusted manually and the pre-edges were deconvoluted into Gaussian components using the software Fityk (version 0.9.8) (7). The integrated area and the centroid (if fitted with more than one function) were calculated and one-way ANOVA was used for the statistical analysis of the centroids to establish differences between treatments.

The N K-edge XANES spectra (390-430 eV) were collected at the beamline 11ID-1 (SGM), Canadian Light Source, Saskatoon, Canada. In order to measure the sample, the organic matter extract was poured on indium foil and dried at 30 °C. The indium foil was then fixed to sample the holder using double-sided carbon tape. To avoid sample damage, every scan was recorded in a fresh, unexposed spot. Ammonium sulphate was used for energy calibration, and normalization was accomplished by measuring the beamline flux (I_0_) with an in-line gold mesh. The main peaks of the XANES spectra were assigned by comparison with spectra of model compounds found in the literature (8). The N K-edge peaks corresponded to 1s →π* transitions were assigned to the following compounds: (a) non-peptide C=N as in aliphatic imines and/or in aromatic pyridines, pyrazines, pyrimidines (399.2 eV); (b) nitriles and/or aromatic systems such as purine, pyrazole and/or imidazole (400.2 eV); (c) amide/amine N (401.5 eV) and (d) N-heterocyclic aromatics such as pyrrole (403 eV). The strong peak at 406 eV was assigned to σ* transitions in inorganic N of ammonium and other N moieties. The calibrated N K-edge spectra were pre-edge baseline corrected and normalized at the post-edge to 1. Then, the spectra were fitted using Gaussian and error functions with fixed energy centers and full width at half maximum using the software Fityk (version 0.9.8) (7). The relative abundances of the π* transitions were finally determined with respect to the sum of all π* transitions and were used as indicators of the content of major N types in the samples. In order to semi-quantitatively compare the spectra, an ordination method (principal component analysis) based on the relative abundance of π* transitions (a, b, c and d) was done to find differences in the changes of organic N speciation between fungi.

Multivariate curve resolution-alternating least squares (MCR-ALS) analysis (9,10) was used to decompose the infrared spectral intensities into two matrices: C that contains the concentration profiles of the chemical species and S^T^ that contains the pure spectra; plus a residual matrix. The MCR-ALS required firstly the determination of the number of components and an initial estimate of either concentration (C) or spectra (S^t^). Since MCR-ALS is an iterative approach, a factorization of the data matrices using singular value decomposition was used to estimate the initial number of components and an evolving factor analysis to find suitable initial estimates. By the alternating least square algorithm, the concentration c and the spectra were then estimated until convergence is achieved by minimizing the error criteria of the sum of the squared residuals. The possible solutions were limited by constraining to non-negativity and unimodality in the concentration profiles and normalization in the spectra of matrix S^t^. In case of *L. bicolor*, the unimodality was removed.

**Transcriptome Analysis.** FastQC (ver. 0.11.2) (11) was used for quality control of raw RNA-Seq reads (single-end), and ribosomal RNA-like sequences were removed using riboPicker (standalone ver. 0.4.3, SILVA database ver. 119) (12). Filtered gene models and repeat masked genome assembly (scaffold) sequences were retrieved from the Joint Genome Institute (JGI) MycoCosm database (13) (*P. involutus* ver. 1.0, *L. bicolor* ver. 2.0). RNA-Seq reads were aligned against the transcriptome using TopHat2 (ver. 2.0.13) (14) with Bowtie2 (ver. 2.2.3.0) (15) and the following parameters: --transcriptome-only -x 1 -I 5000 --library-type 'fr-firststrand'. SAMtools (ver. 0.1.19) (16) was used to sort and convert the BAM files to SAM files. Transcript abundances were measured as read counts in CDS using HTSeq (ver. 0.6.1) (17) with the following parameters: -s 'reverse' -t 'CDS' -i 'gene_id' -m 'intersection-nonempty'. Genes with mean count below 11 across all samples were removed. Read count normalization factors were calculated for each fungus using EDASeq (ver. 2.8.0) with 50 strata and full quantile normalization to correct for transcript length and G/C-content within each sample (18), and combined with sample size factors to adjust for different sequencing depths using DESeq2 (ver. 1.14.1) (19). Principal component analysis (PCA) was performed on normalized and regularized log-transformed (DESeq2) RNAseq data blinded to the experimental design for quality assurance.

**Differential Expression Analysis.** To identify genes with significant expression level changes over the whole time course, a likelihood-ratio test was used to compare a constant generalized linear model (GLM) to a full GLM with coefficients for all time points. Genes were identified as differentially expressed over the whole time course (“time-DEGs”) if the full GLM gave a better fit, at false discovery rate (FDR) of 1%. A minimum expression level threshold was automatically applied (DESeq2).

For each time-DEG, robust average log_2_ expressions for all four time points were extracted from the fitted GLM. Genes were grouped by the time point of max expression (Table S6). These groups were analyzed with GOseq (ver. 1.26.0) for enrichment of KOG and KEGG categories using all gene models encoded in the genome as background while adjusting for the length bias which may affect RNA-Seq data (20). Differentially expressed genes (DEGs) from pairwise comparisons of t_2_, t_3_ and t_4_ against t_1_ were identified using the Wald-test in DESeq2. *“*Highly expressed and upregulated genes” for each pairwise comparison was defined as those of the top 20% most highly expressed genes and that were differentially expressed (FDR = 1%) and at least two-fold upregulated. *P*-values were adjusted for multiple testing by calculating the false discovery rate (21). R version 3.3.2 was used throughout all bioinformatics analyses (22).

**Co-expression analysis.** To identify the main temporal gene expression patterns, clusters of tightly co-expressed genes with a shared biological annotation were identified using the FunPat tool (23). FunPat first finds clusters within each annotation category (gene set) to obtain gene set patterns. These are clustered across annotation categories into main patterns. Each gene expression profile is thus first projected to a gene set pattern profile which in turn is projected to a final representative main temporal expression pattern, which was used as the basis for grouping of genes into qualitative response types. FunPat leaves some genes unclustered (Singletons); these were excluded from the clustering results and not used for the response type classification (described below).

FunPat exploits annotation categories organized into a hierarchy according to specificity to prioritize identification of co-expressed genes associated with the most specific function. We built a customized annotation hierarchy by combining distinct annotation sources and manually curated categories for a targeted co-expression analysis: The annotation hierarchy of KEGG metabolism pathway genes and a novel annotation hierarchy of SOM interaction genes (Fig. S8A).

By focusing on highly correlated clusters of genes within each annotation category, we expect to extract the most robust and functionally relevant expression patterns while disregarding genes not clustered by FunPat (Singletons) as these are not highly correlated to any other functionally related gene. To reduce spurious clusters and increase biological relevance, the clustering procedure was based only on the annotated time-DEGs with strongest signal and constrained within the selection of a priori known biological function annotation categories. The robust average log_2_ gene expressions from the GLM were used as input together with reconstruction error variances according to formulas in Love et al. (19).

Default FunPat parameter settings were used with some exceptions:

- *alphacorr*: The statistical assessment of a pattern profile against a constant expression pattern was set to be controlled at a FDR of 10%, as the default (1%) was deemed too stringent by not clustering most genes.
- *p.sel*: The Ranking Score used within FunPat for the order (low-to-high) of genes initializing the iterative fitting algorithm was determined not by *p*-values (default) but by absolute fold changes vs. AG, using the reciprocal of the highest fold change value.
- *seed* and *candidate genes* were not defined from *p*-values alone, as detailed below.

”Seed” genes have a leading role in the FunPat clustering algorithm and were here defined as those time-DEGs with more than two-fold expression level change up/down at any time vs. AG (t_1_). A less differentially expressed gene (candidate) may still contain relevant biological signal and is redeemed by the FunPat clustering and gene selection procedure if its expression profile is highly similar to a seed gene with the same annotation. Since the bulk of annotated genes decrease in fold changes for increasing *p*-values, the biologically relevant signal seems to disappear above some *p-*value threshold (Fig. S8B, insert). The threshold was thus set where the bulk of genes had less than two-fold expression change. Accordingly, for both species, only genes from the top 1 000 most significant time-DEGs were used as candidate genes for the FunPat procedure (Fig. S8B).

The identified main temporal expression profiles were grouped into qualitative response types based on first and second order differences defined at each time point:

$$\frac{\Delta x}{\Delta t}\left( t_{i} \right)=x_{i}-x_{i-1}\text{; 0 for }i\in\left\{ 1,n+1 \right\}$$

$$\frac{\Delta^{2}x}{\Delta t^{2}}\left( t_{i} \right)=\frac{\Delta x}{\Delta t}\left( t_{i+1} \right)-\frac{\Delta x}{\Delta t}\left( t_{i} \right)$$

The $n=4$ time point index values $t_{i}=i=1,\ldots,n$ were used instead of the actual elapsed number of days; *x* denotes a gene expression profile projected to a main pattern on log_2_ scale.

To qualitatively describe dynamical patterns, three possible states were defined for each of these first and second order differences: < 0, 0, and > 0. Together with the time point of max expression, these qualitative states encoded a temporal response pattern. Since an exact 0 is rarely obtained, tiny differences were disregarded as biologically uninteresting and approximated by zero, such that expression profiles that were visually similar on a relative scale were assigned the same response type. The time point of max expression was defined by the max of the cumulative sum of the modified first order differences (the earliest occurring if non-unique).

A tiny relative change, $\epsilon$, was defined in terms of the constant rate of expression change required throughout the entire time course to span the whole range of *x*:

$$\epsilon=\frac{{\max_{i}x}_{i}-\min_{i}x_{i}}{t_{4}-t_{1}}s,$$

where $s=0.9$ is a scaling parameter. The value of $\epsilon$ was capped at $\epsilon_{\text{max}}=0.45$. When $\left| \frac{\Delta x}{\Delta t} \right|<\epsilon$, the first order difference was set to zero, and then the second order difference was computed. Similarly, a tiny second order difference was approximated by zero, while ensuring consistency by keeping a non-zero value if the modified $\frac{\Delta x}{\Delta t}$ changed sign. The parameters were tuned from the criterion that the most frequent main expression patterns (i.e. a constant gradual decrease) should be assigned to an identical response type encoding this qualitative pattern for both fungi (r_10_).

To enable detection of slowly but consistently drifting expression levels that would otherwise be considered as tiny changes at each time point, drift-intervals were identified by searching for consecutive time points of consistent increase or decrease with a cumulative change larger than $1.5\epsilon_{\text{max}}$. The first order differences at all the time points within the drift-interval were replaced with their mean to induce zero-valued second order differences while noting the steady non-zero change.

Statistical significance of the identified response patterns within each main annotation category was assessed by a permutation test on the time points along the lines of Ernst et al. (24) (see below). The algorithm devised for response type classification and the permutation test were implemented in R (22). Scripts are available upon request.

**Identifying significant response types.** Neither the differential expression analysis nor the FunPat clustering procedure makes use of the temporal ordering of the data points; the time points are considered as independent conditions in those parts of the transcriptome analysis. Response type classification is an important additional analysis step because it directly exploits the temporal ordering of the samples. It is therefore vital to make statistically valid claims of whether the observed response types are significant temporal expression profiles not due to random chance. Following Ernst et al. (24), our null hypothesis is that the data is memoryless and observed response pattern profiles are a result of random fluctuation in the gene expression values.

Permutations of the four time points were used to simulate the null distribution. For each of the 4! = 24 permutations, the main pattern expression values in the FunPat output were permuted accordingly and the response type for each clustered gene was identified. Note that other response types may be identified from the permuted data than those presented in Fig. 4 in the main manuscript.

Since each gene is assigned to exactly one response type (a few exceptions exist which we ignore in the analysis) we follow Ernst et al. (24) and assume that, under the null hypothesis, the number of genes in each response type is distributed as a binomial random variable. The expected number of genes varies between the response types. To calculate a *p-*value of enrichment (or depletion) for genes in each response type, we focused on genes clustered by FunPat through annotation categories within the two main annotation categories: metabolism or SOM interaction (cf. Fig. S8A).

Since FunPat clusters have a minimal size of 3 genes (default sizecl parameter), this is the minimal number of genes observable in a response type. When a given response type is not detected in a specific permutation, we cannot know whether 0, 1, or 2 genes should have been assigned to the response type according to the null. A censored version of the log-likelihood function was therefore implemented based on <https://stats.stackexchange.com/questions/19804/simple-case-of-mnar-missing-data#19842> and optimized to find maximum likelihood estimates (MLE) of the probability parameter in the binomial distribution for each response-type/main-annotation-category combination. In contrast to Ernst et al., our setup does therefore not allow us to compute the MLE from the mean over number of genes across permutations divided by a fixed gene total. Instead, we optimized (numerically) the censored log-likelihood expression directly.

P-values of enrichment and depletion for genes were computed in both species for all 15 response types identified in the original (unpermuted) data. To correct for multiple testing of these 60 hypotheses, the error rate of any false rejection (family-wise error rate) was controlled at 5% using Holm’s sequentially rejective Bonferroni test (25).

**Annotations.** KOG annotations and protein sequences were retrieved from JGI MycoCosm database (13). Gene models encoding peptidases (searching against peptidase full-length sequences in MEROPS ver. 10) (26), enzymes active on carbohydrates (CAZymes) including auxiliary redox activities (AAs), peroxidases, tyrosinases and multidomain natural product-biosynthesis enzymes were annotated as previously described (27). Nitrogen (N) transporters were identified by using annotation from the genome of *L. bicolor* (28). Genes encoding enzymes in metabolic pathways were identified using the BlastKOALA tool (29) removing nonsense pathways. Secondary metabolite gene clusters were predicted using the antiSMASH tool (ver. 3.0.4) (30) (Table S1 and S2). Prediction of secreted proteins was made from a custom pipeline of well-known prediction tools (31-40) (Fig. S1).

To identify genes in *P. involutus* and *L. bicolor* potentially encoding proteins that are homologs to those being upregulated in *Saccharomyces cerevisiae* during ammonium limitation, we collected a list of 41 proteins in *S. cerevisiae* that are significantly upregulated during N-starvation conditions (41, 42). The list was used as a query to identify putative homologs in the genomes of *P. involutus* and *L. bicolor* (Joint Genome Institute, genome.jgi.doe.gov) using BLASTP search, cut-off < 4.00E-20). In *P. involutus*, we identified 39 putative homologs of which 12 were significantly upregulated whereas 38 were identified and 8 upregulated in *L. bicolor* (Table S9).

One-to-one orthologous proteins were predicted using reciprocal best alignment heuristic as implemented in Proteinortho (ver. 5) using the conserved synteny option (43).

**Phylogenetic Analysis.** A preliminary dataset of all gene catalog proteins carrying the PF00324 domain was assembled from eight Agaricomycotina genomes (MycoCosm) (13). A set of characterized sequences from *S. cerevisiae* and *Hebeloma cylindrosporum* (28) the Yeast Amino Acid Transporter (YAT) family was also included in the dataset. A preliminary alignment was constructed using MAFFT (44). The alignment was examined, and poorly predicted or annotated proteins were removed from the dataset (Hydpi-2 91335, 28952, 184859, 169849; Agabi-varbisH97-2 176452, 184341; Amamu-1 535075, 185765; Gymlu-1 76583; Plicr-1 26265, and Paxin-1 60036). From that alignment, proteins belonging in the YAT clade were detected and a new, smaller dataset was generated. A new alignment of the YAT dataset using the strategy FFT-NS-i was generated and after examination of the alignment, when possible, some gene catalog models were replaced by better quality ones (see Fig. S6). The final alignment was examined and poorly aligned regions were removed using Jalview (45). A phylogenetic analysis was performed using RAxML (46) at Cipres (47) under the model PROTCATWAG, with 200 bootstrap runs and the sequence HNM1-YGL077C as outgroup.

**Supplementary figures, tables and dataset**

**Figure S1.** Identification of secreted proteins.

**Figure S2.** Changes in total organic C content and pH of the soil organic matter extract.

**Figure S3.** Chemical modifications of the soil organic matter extract during decomposition as revealed by FTIR spectroscopy.

**Figure S4.** X-ray absorption spectroscopy at the Fe K-edge of the soil organic matter extract.

**Figure S5**. X-ray absorption spectroscopy at the N K-edge of the soil organic matter extract.

**Figure S6.** Global transcriptional changes in *P. involutus* and *L. bicolor* during the decomposition of the soil organic matter extract.

**Figure S7.** RAxML phylogenetic analysis of the YAT family (amino acid permeases).

**Figure S8**. Annotation scheme and selection of genes used in the FunPat co-expression analysis.

**Figure S9.** Temporal co-expression profiles and response type significance.

**Table S1.** Identification of secondary metabolite biosynthesis gene clusters in the *P. involutus* genome using antiSMASH.

**Table S2.** Identification of secondary metabolite biosynthesis gene clusters in the *L. bicolor* genome using antiSMASH.

**Table S3.** Vibrational frequencies from FTIR spectra and assignments for the soil organic matter extract.

**Table S4.** Organic N composition of the soil organic matter extract incubated with *P. involutus* and *L. bicolor.*

**Table S5.** Statistics of RNA sequencing (RNA-Seq).

**Table S6.** Differentially expressed transcripts in *P. involutus* and *L. bicolor* during growth on the soil organic matter extract.

**Table S7.** Functional features of the most highly up-regulated and expressed genes at the onset of SOM oxidation in *P. involutus*.

**Table S8.** Functional features of the most highly up-regulated and expressed genes at the onset of SOM oxidation in *L. bicolor*.

**Table S9.** Genes upregulated during ammonium limitation in *Saccharomyces cerevisiae*.

**Table S10.** Identification of homologs displayed in Fig. 3.

**Table S11.** Response types significance testing.

**Dataset S1.** Annotation of genes in FunPat cluster from response types shown in Fig. 4C (separate Excelfile).

**
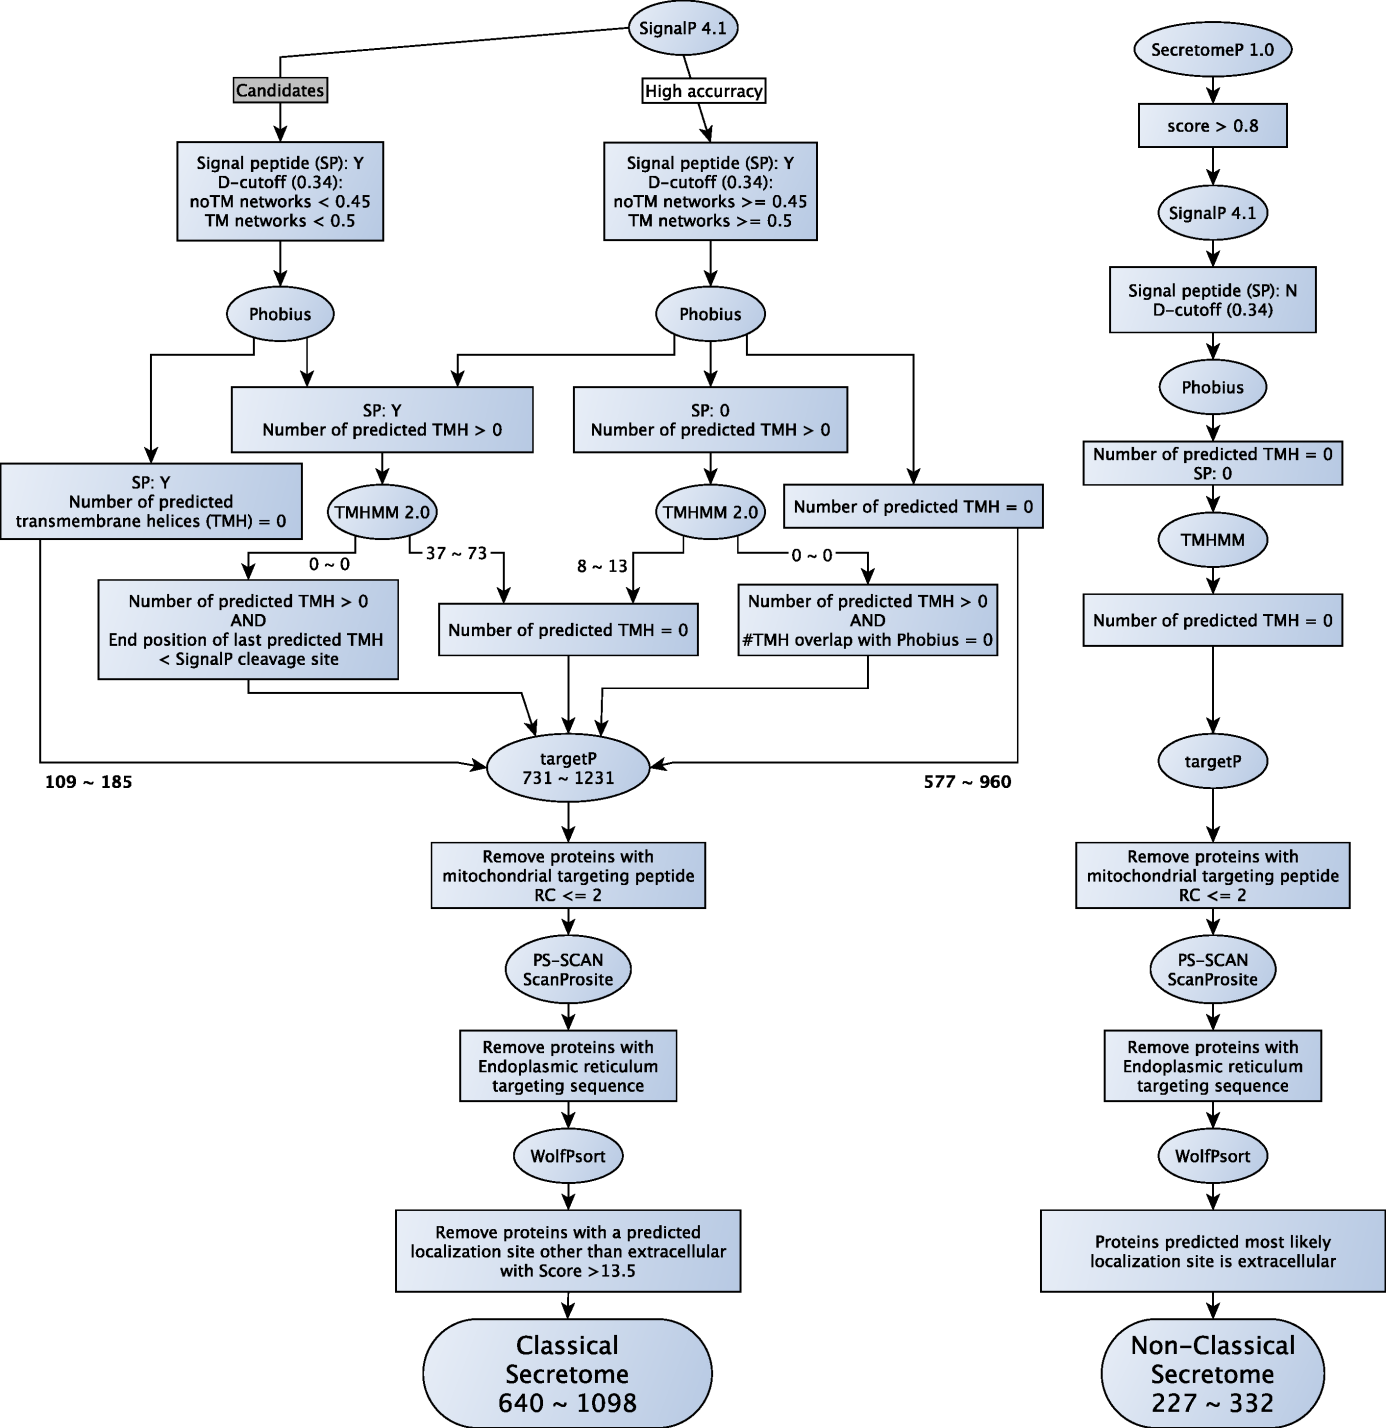
Figure S1.** Identification of secreted proteins. Classically and non-classically secreted proteins are predicted by two pipelines combining published prediction tools. Ellipses signify a tool; rectangles contain the filtering criteria on the output from the tool pointing into the rectangle. Numbers along arrows indicate the subtotals of predicted secreted proteins from the gene models of each species (*P. involutus*~*L. bicolor*); final number of genes in the predicted potential secretome are at the bottom of the scheme. TMH: Trans-Membrane Helix.

**Figure S2.** Changes in total organic C content (A) and pH (B) of the soil organic matter extract incubated with *P. involutus* (left plot) and *L. bicolor* (right plot). Bars indicate ±SE (*n*=3).

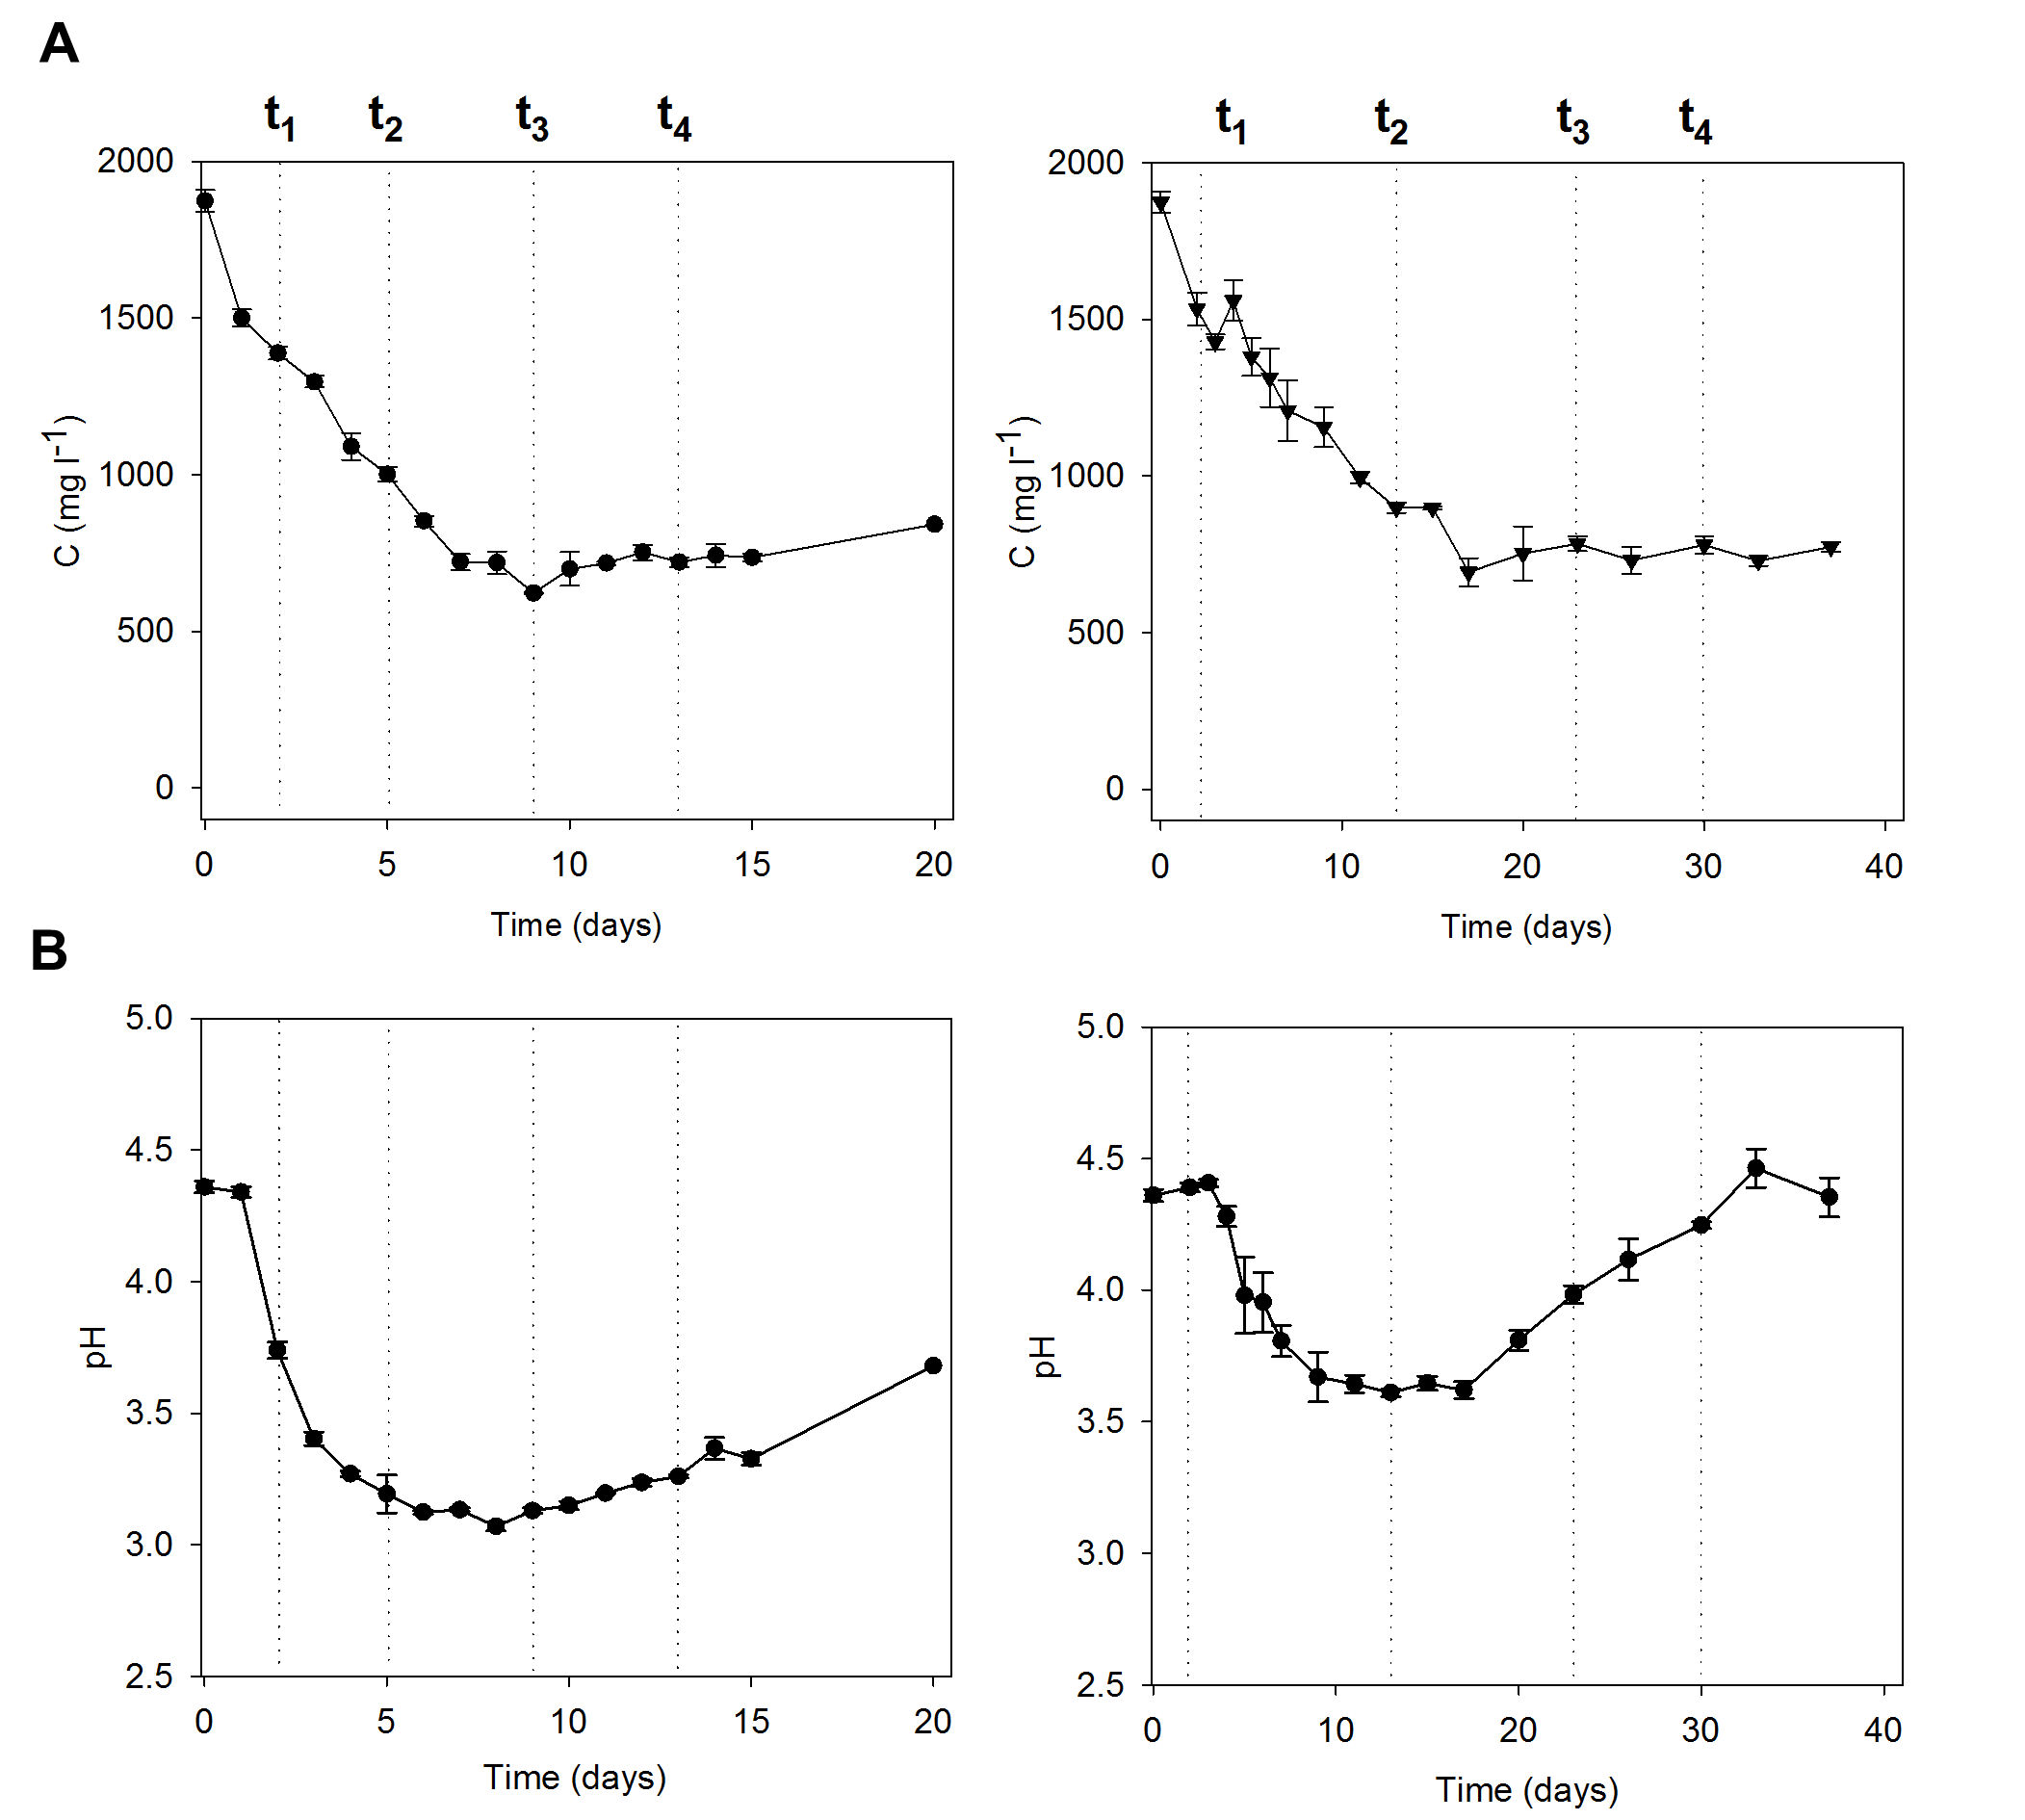

**Figure S3.** Chemical modifications of the soil organic matter extract (SOM) during decomposition by *P. involutus* (left plots) and *L. bicolor* (right plots) as revealed by FTIR spectroscopy*.* (A) Changes in the FTIR spectra of the SOM extract. All spectra have been normalized to the same total area over the wavenumber region displayed (*n* = 3).“t_0_” indicates the spectrum of the SOM extract before incubation with the fungus. The time point t_1,_ t_2,_ t_3_ and t_4_ are defined in Fig. 1 (main text). (B) Concentration profiles of four spectral components identified by Multivariate Curve Resolution analysis (MCR-ALS). (C) Resolved FTIR spectra of the components obtained from MCR-ALS analysis.

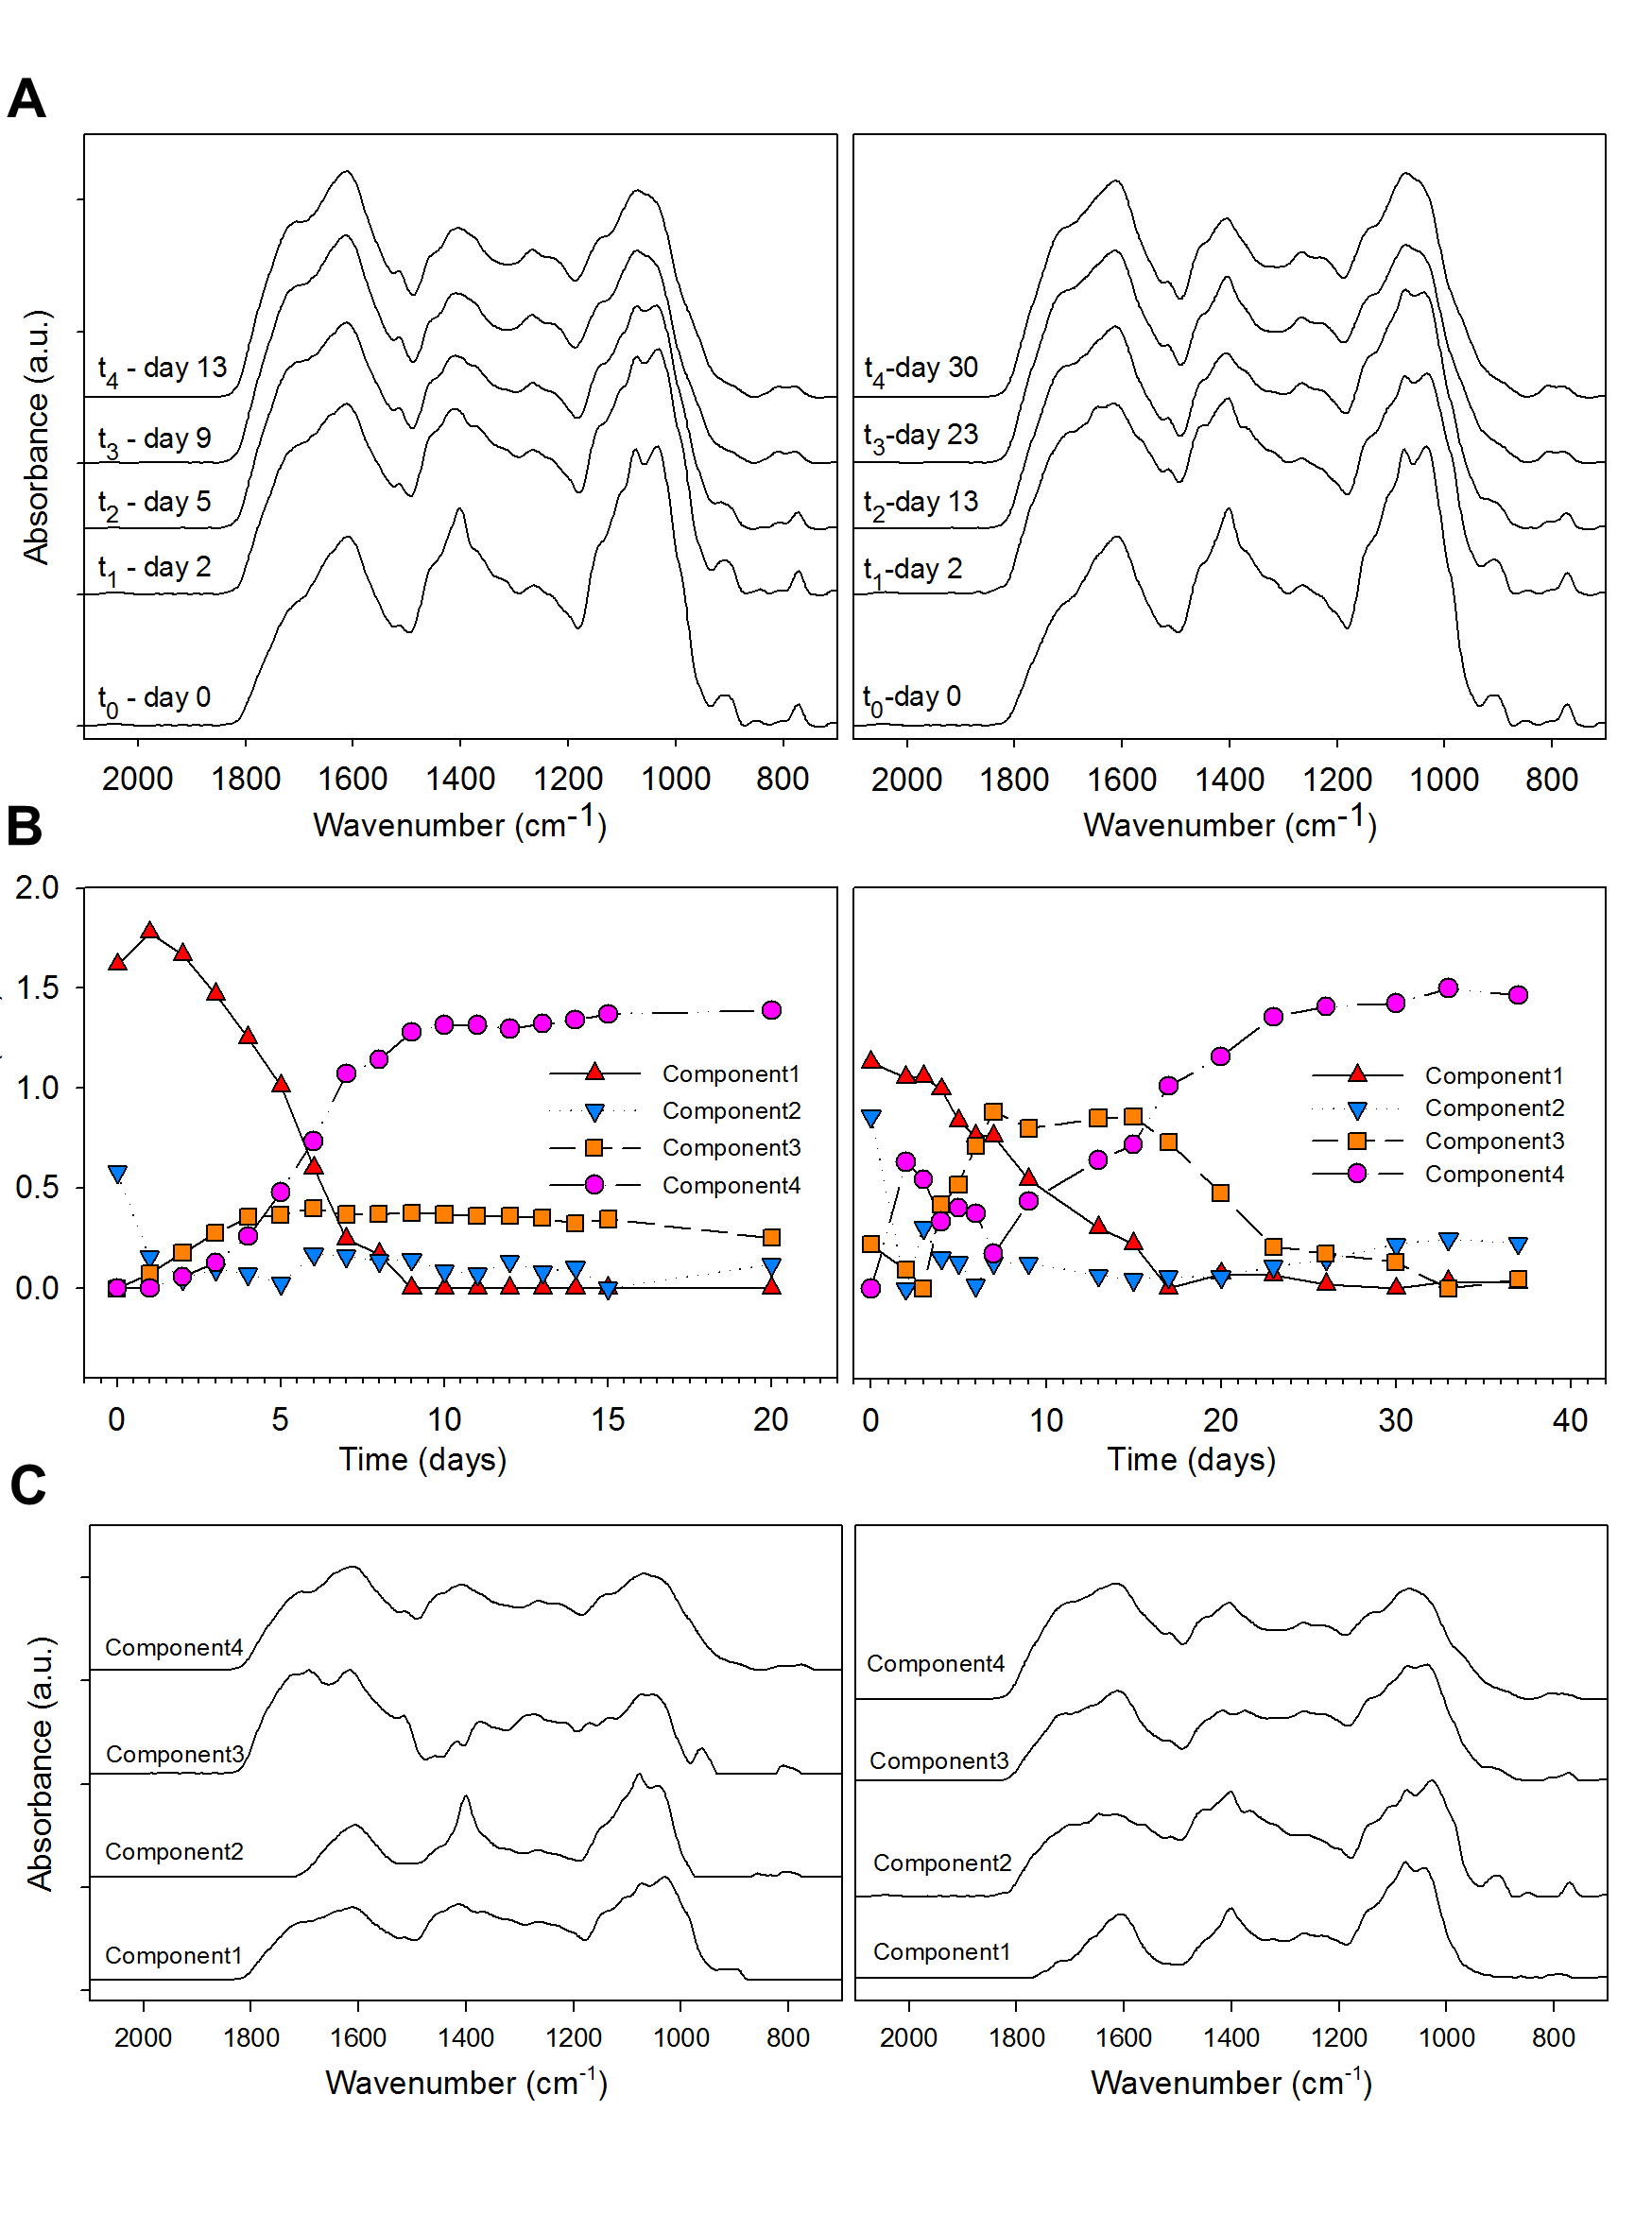

**Figure S4.** X-ray absorption spectroscopy at the Fe K-edge of the soil organic matter (SOM) extract. Shown are representative spectra obtained at the beginning of the experiment (SOMt_0_) and incubated with *P. involutus* during 5 days (PAIt_2_). On the left, the normalized absorption spectra, with the inset indicating the pre-edge region used to estimate the iron oxidation state. On the right, the selected normalized pre-edge spectra for SOMt_0_ (top) and PAIt_2_ (bottom) are shown. Vertical dashed lines indicate iron oxidation states as indicated by Wilke et al. (6), and the vertical solid line indicates the position of the centroid of the sample.

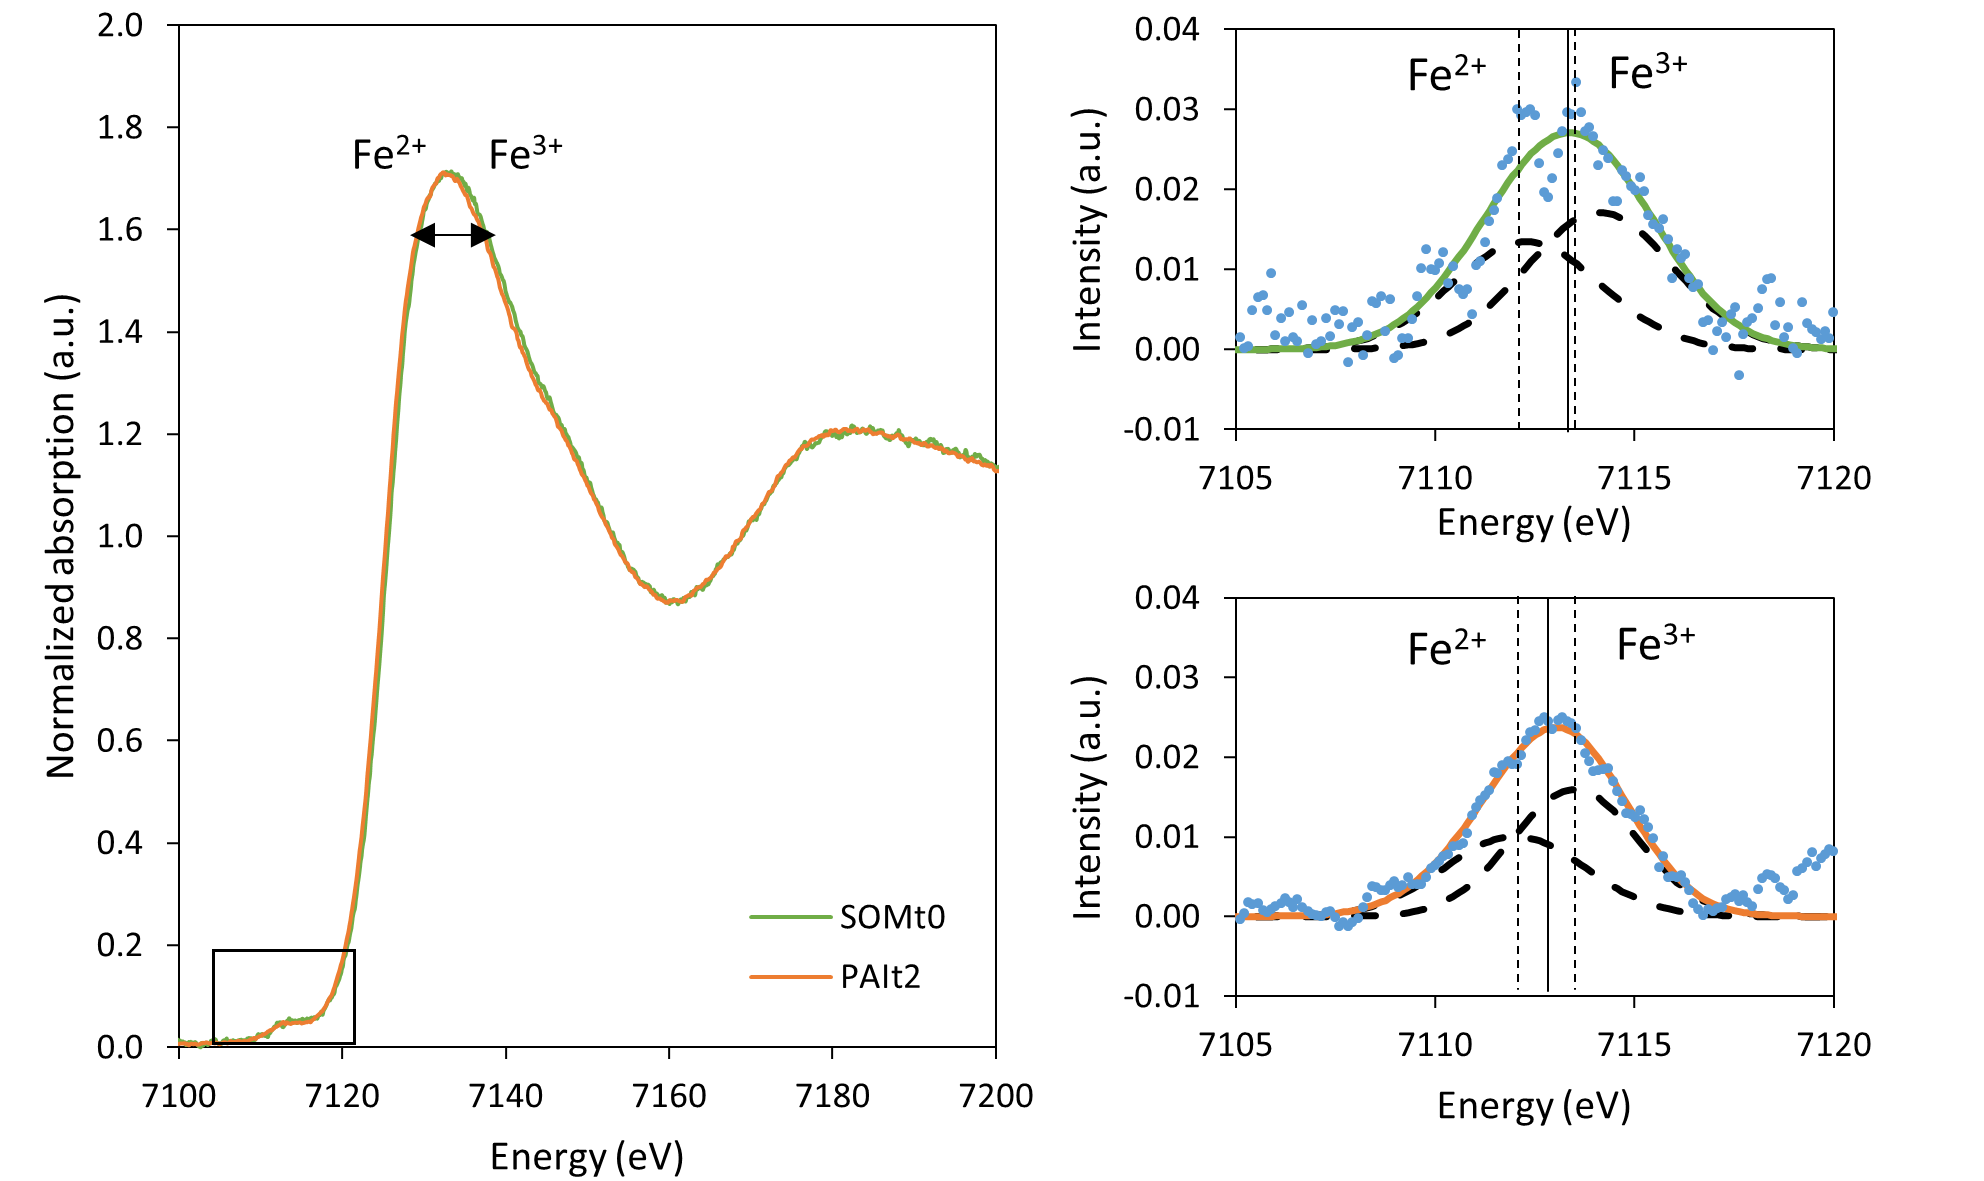

**Figure S5.** X-ray absorption spectroscopy at the N K-edge of the soil organic matter (SOM) extract. (A) X-ray absorption spectra at the N K-edge of the organic matter extracts decomposed by *P. involutus* (left plot) and *L. bicolor* (right plot) along the incubation. Vertical lines indicate types of N: non-peptide C=N as in aliphatic imines and/or in aromatic pyridines, pyrazines, pyrimidines (399.2 eV); (b) nitriles and/or aromatic systems such as purine, pyrazole and/or imidazole (400.2 eV); (c) amide/amine N (401.5 eV) and (d) N-heterocyclic aromatics such as pyrrole (403 eV). (B) Representative deconvolution of N K-edge spectra of the organic matter extract. Deconvoluted peaks correspond to the heterocyclic-N (399.2 eV), nitriles and aromatic-N (400.2 eV), amidic-N (401.5 eV), pyrrolic-N (403 eV), σ resonances (405.4, 406.6 and 412.5 eV), and the error function step (403.7 eV).

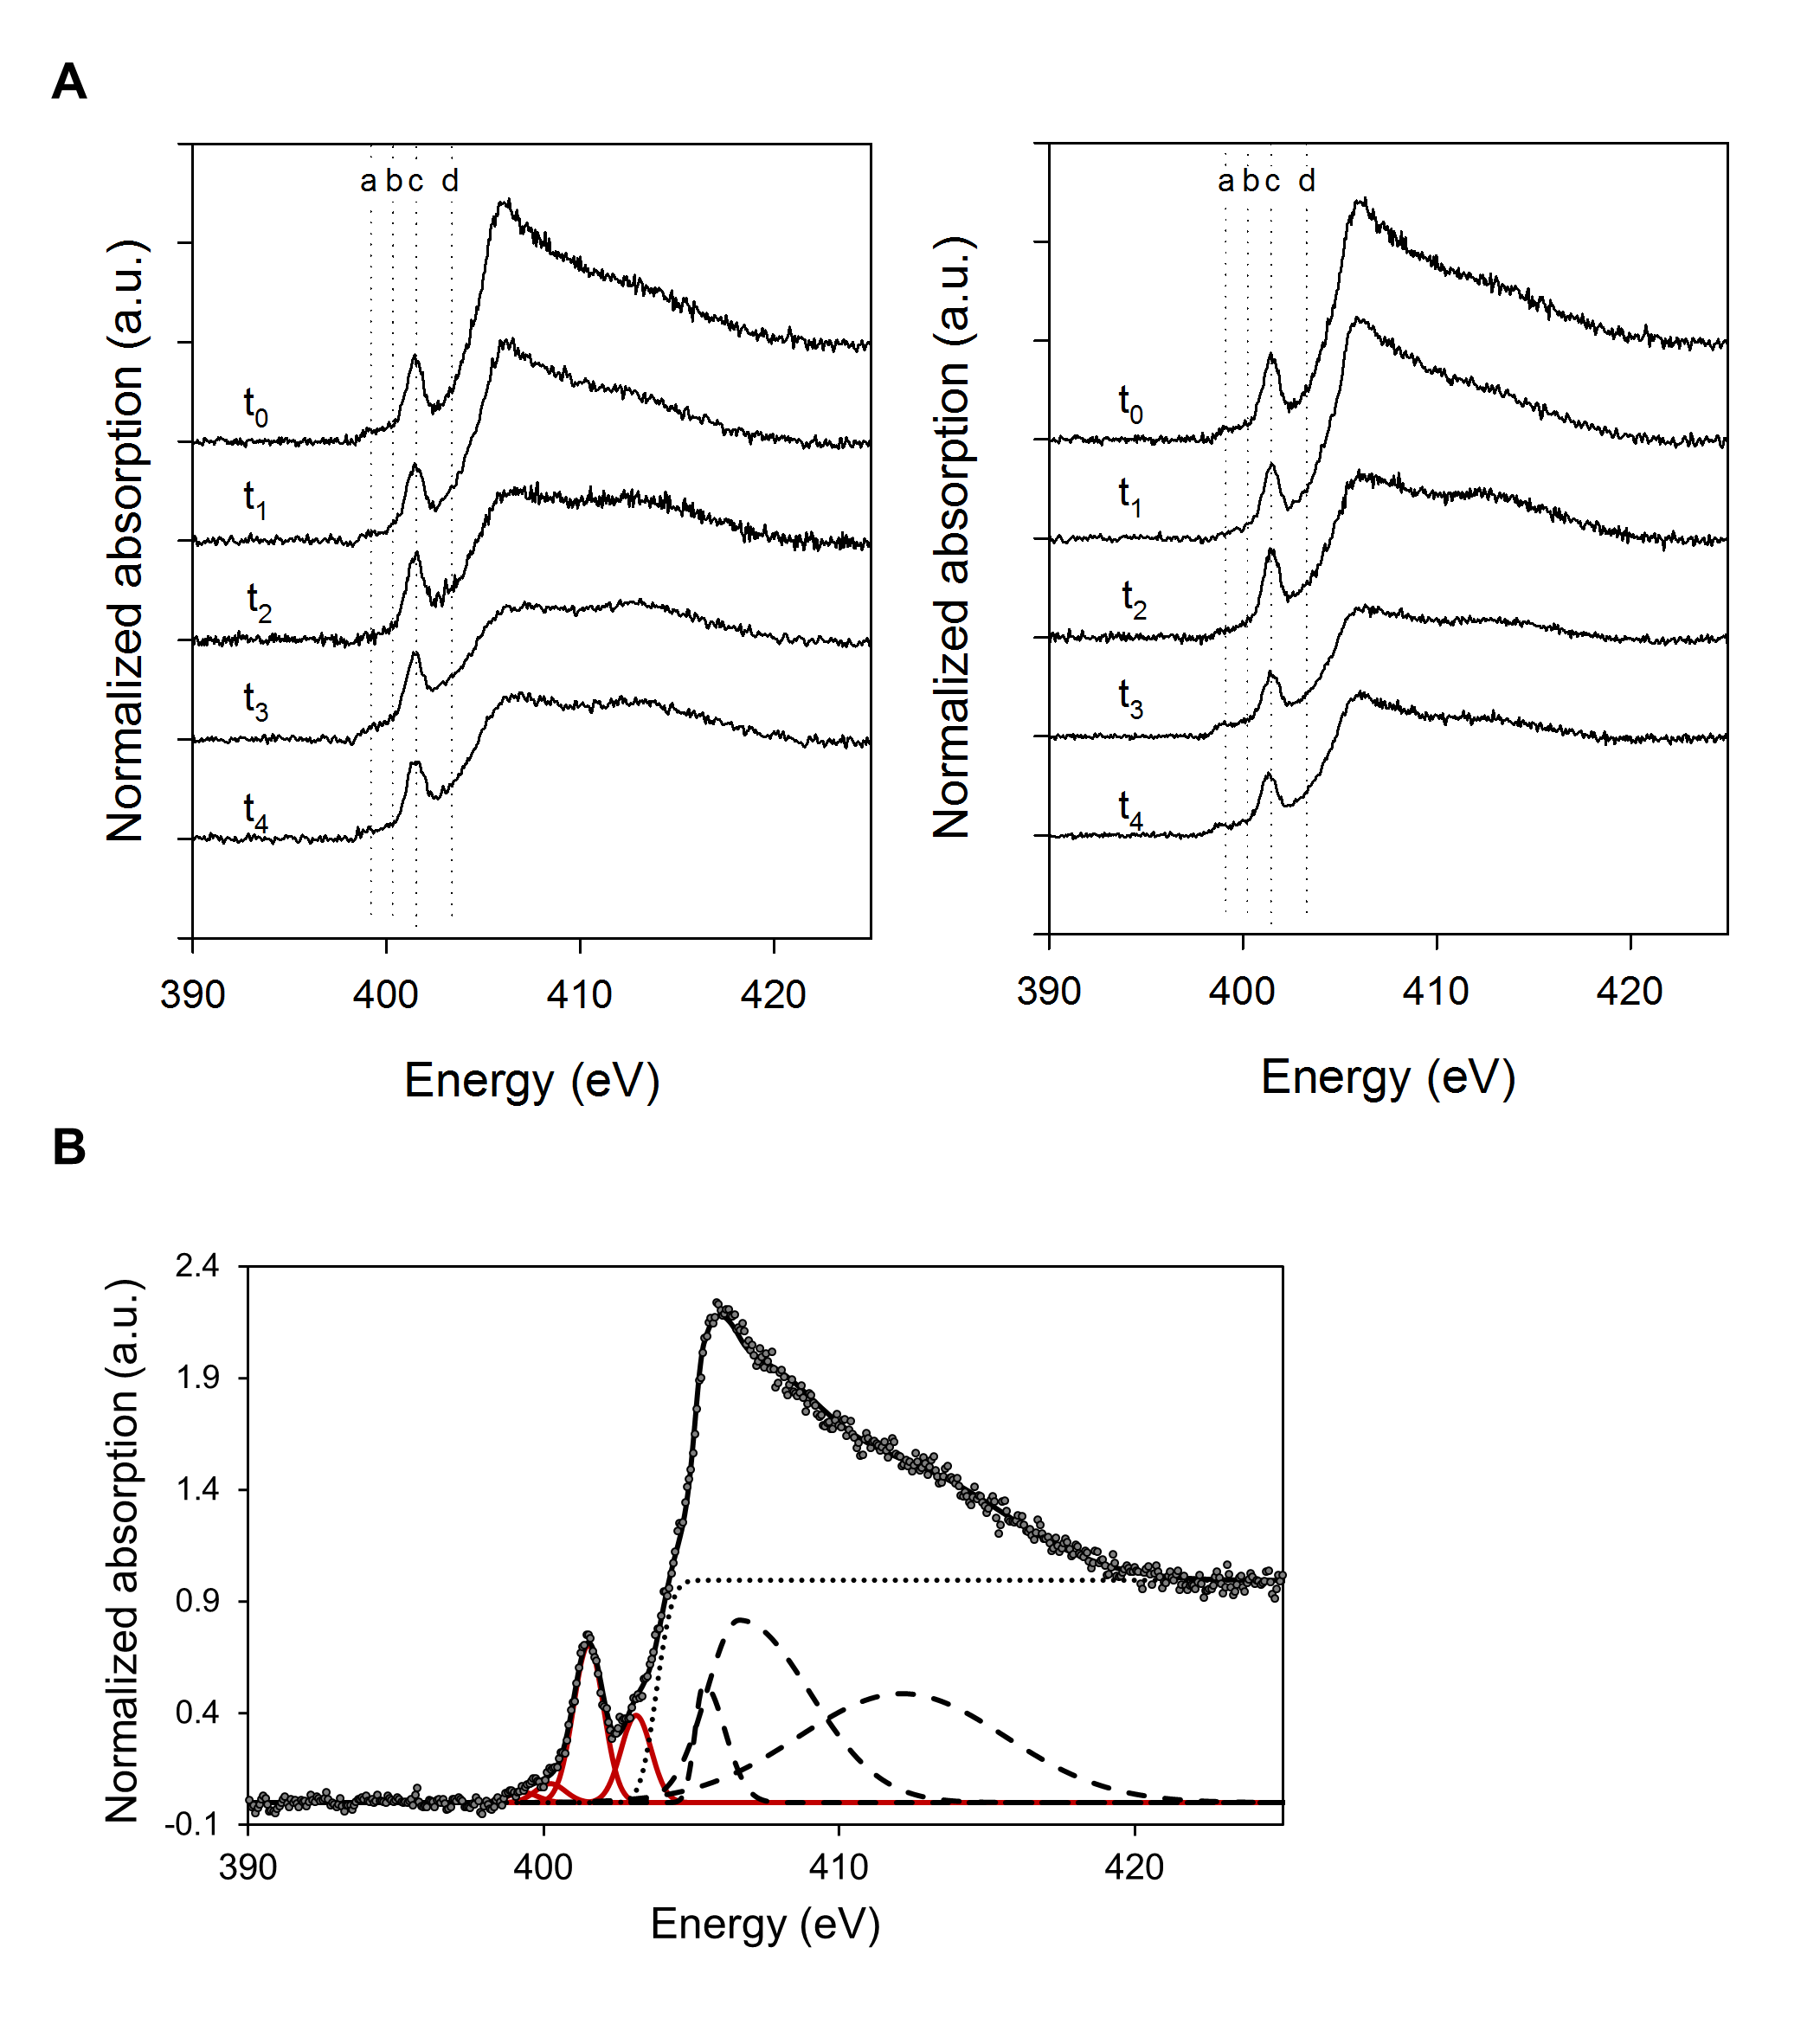

**Figure S6.** Global transcriptional changes in *P. involutus* (PAI) and *L. bicolor* (LAB) during the decomposition of the soil organic matter extract. (A) Principal Component analysis (PCA) performed on the expression levels of 12103 transcripts in PAI and 14472 in LAB. Each point in the PCA represents a replicate (*n*=3)*.* (B) Number of proteins in the KOG category “Metabolism” encoded by the most highly and differentially expressed genes at t_1,_ t_2,_ t_3_ and t_4_. (C) KOG enrichment analysis of the genes that were most highly expressed at t_1_, t_2,_ t_3_ and t_4,_ respectively. Shown are the KOG categories that are significantly over-represented (*p*_adj_< 0.01) for at least one of the time points. The scale bar shows the adjusted *p*-values of enrichment for all *p*_adj_ ≤ 0.20.

**
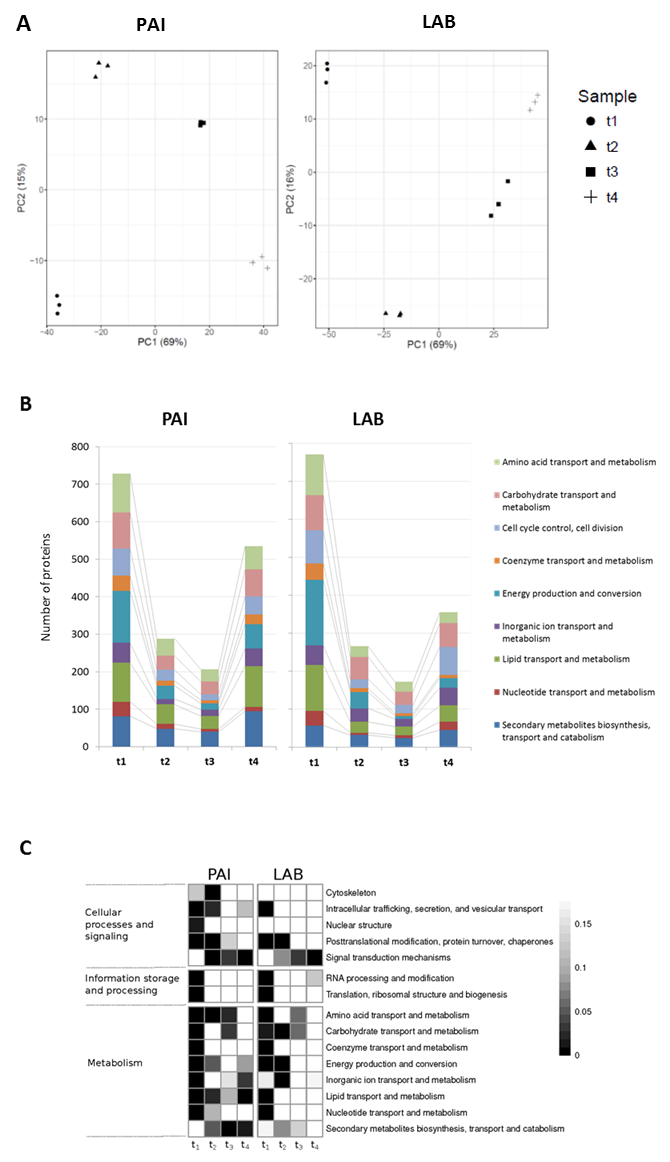
**

**Figure S7.** RAxML phylogenetic analysis of the Yeast Amino Acid Transporter (YAT) family based on predicted proteins from genomic data across 8 Agaricomycotina genomes. Characterized YAT proteins of *Saccharomyces cerevisiae* and *Hebeloma cylindrosporum* are highlighted with a black circle. The ACT protein from *S. cerevisiae* was used as outgroup. *Paxillus involutus* and *Laccaria bicolor* sequences are highlighted in red and blue, respectively. Numbers in parenthesis next to a protein ID indicate the ID of the protein model found on the gene catalog (GC) of the corresponding genome at the JGI database. The assignment of clades to groups I, II, and III was based on Lucic et al. (28). Arrows indicate the up-regulated permease genes shown in Fig. 3. Bootstrap values equal to or above 70 are shown. Acronyms: Amamu: *Amanita muscaria*, Agabi_varbis: *Agaricus bisporus var. bisporus*, Conpu: *Coniophora puteana*, Gymlu: *Gymnopus luxurians*, Hydpi: *Hydnomerulius pinastri*, Plicr: *Plicaturopsis crispa*

**
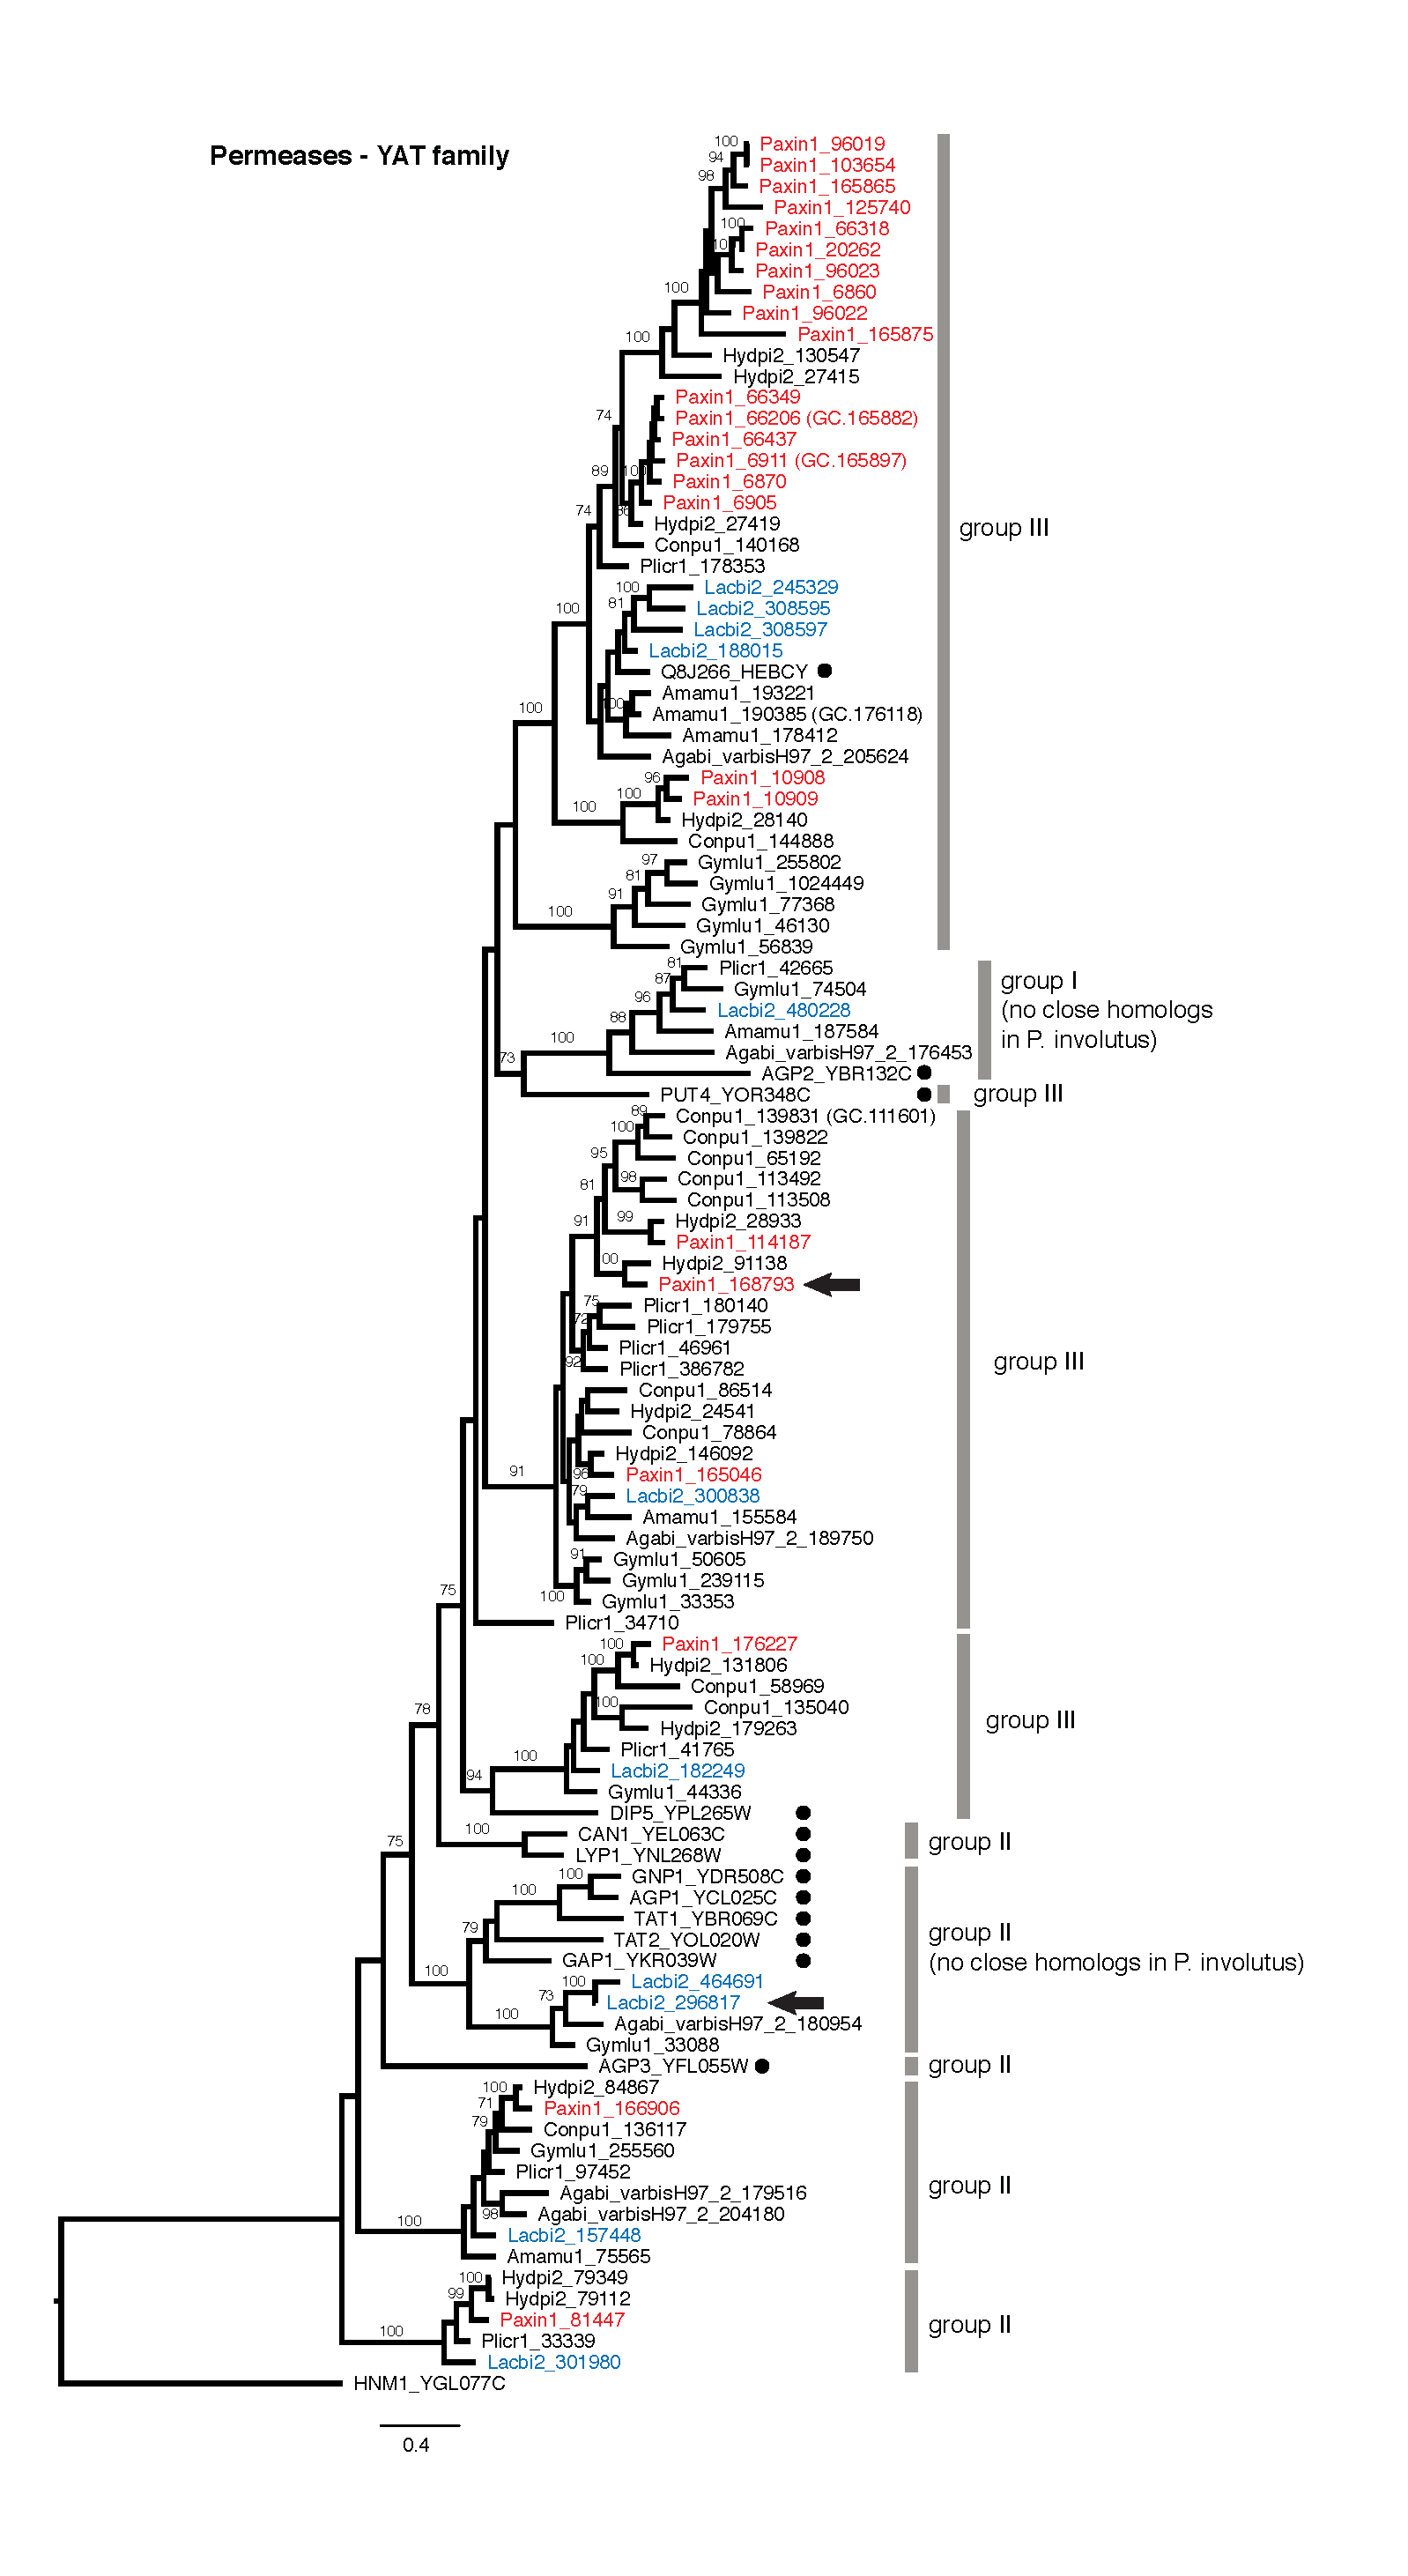
**

**
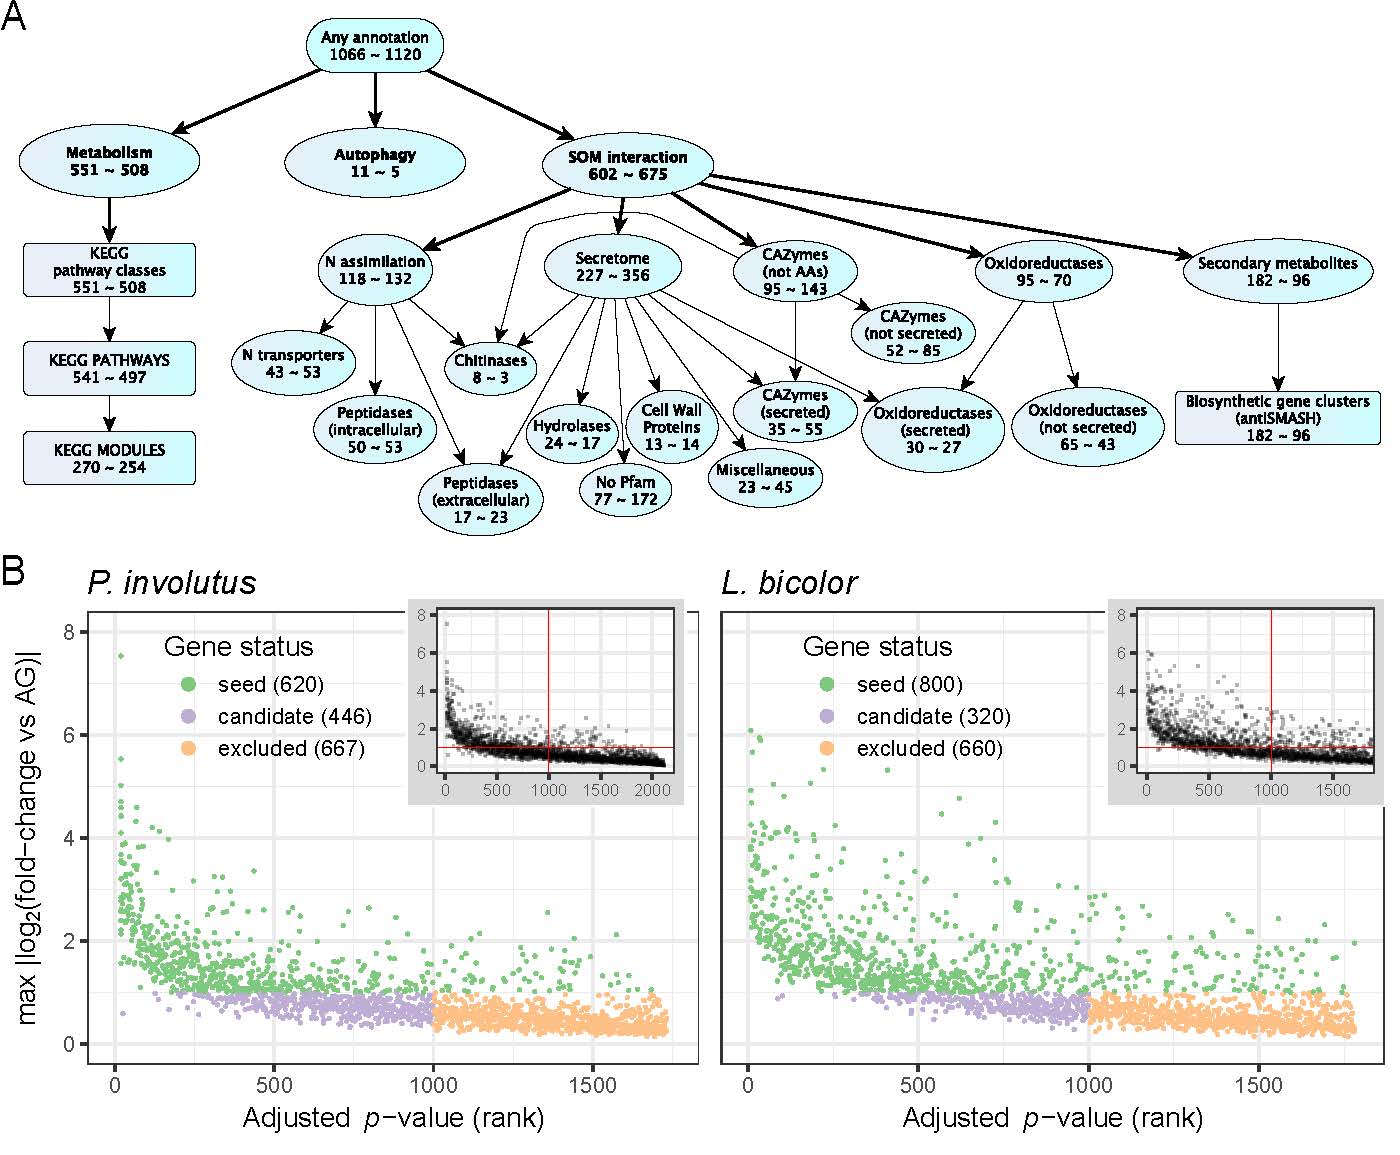
Figure S8**. Annotation scheme and selection of genes used in the FunPat co-expression analysis. (A) Annotation hierarchy. Each node represents an annotation category (ellipse) or a collection of related categories (rectangle). The further away from the root node (“Any annotation”), the more specific is the annotation category. Numbers indicate the effective number of gene models (*P. involutus*~ *L. bicolor*) in a category as input to FunPat according to the expression filtering criteria (panel B); input totals are in the root node. (B) Expression filtering criteria applied to all annotated and significant time-DEGs in *P. involutus* (1733 initial genes) and *L. bicolor* (1780 initial genes). Each dot represents one gene model. Insert shows the distribution of all annotated genes irrespective of *p*-value.

**Figure S9**. Temporal co-expression profiles and response type significance. (A) Gene set expression pattern profiles in *P. involutus* and *L. bicolor* representing a cluster of genes as identified in the FunPat co-expression analysis, grouped by response type (columns r_1_ to r_15_) and ordered (rows) according to the annotation hierarchy in Fig. S8A. The *-prefix indicates the specificity level of these 133 annotation categories associated with a gene set pattern in either fungus. Colors of the expression patterns indicate different main patterns (gene set pattern clusters) within each response type. (B) Expression profiles of the main patterns in *P. involutus* (PAI) and *L. bicolor* (LAB), with colors as in panel A and the assigned response types. Response types enriched (larger boldface font) or depleted (smaller normal font) for genes within SOM interaction (SOM) or metabolism (KEGG) annotation categories are indicated. To identify which response types are associated with a significant qualitative temporal expression pattern, the main significance criterion of interest to the current study is the enrichment for SOM-interaction genes. Most of the response types shown in Fig. 4C were significantly enriched for SOM-interaction genes in at least one species. Response type r_5_, however, was not enriched for genes from any main annotation category, but was significantly depleted for metabolism genes in both species. In this respect, r_5_ does represent a significant temporal expression profile in that the metabolic response of specific up-regulation during ND (t_2_) is a significantly narrowed response, suggesting a focused metabolism, whereas the SOM interaction is not unusual.

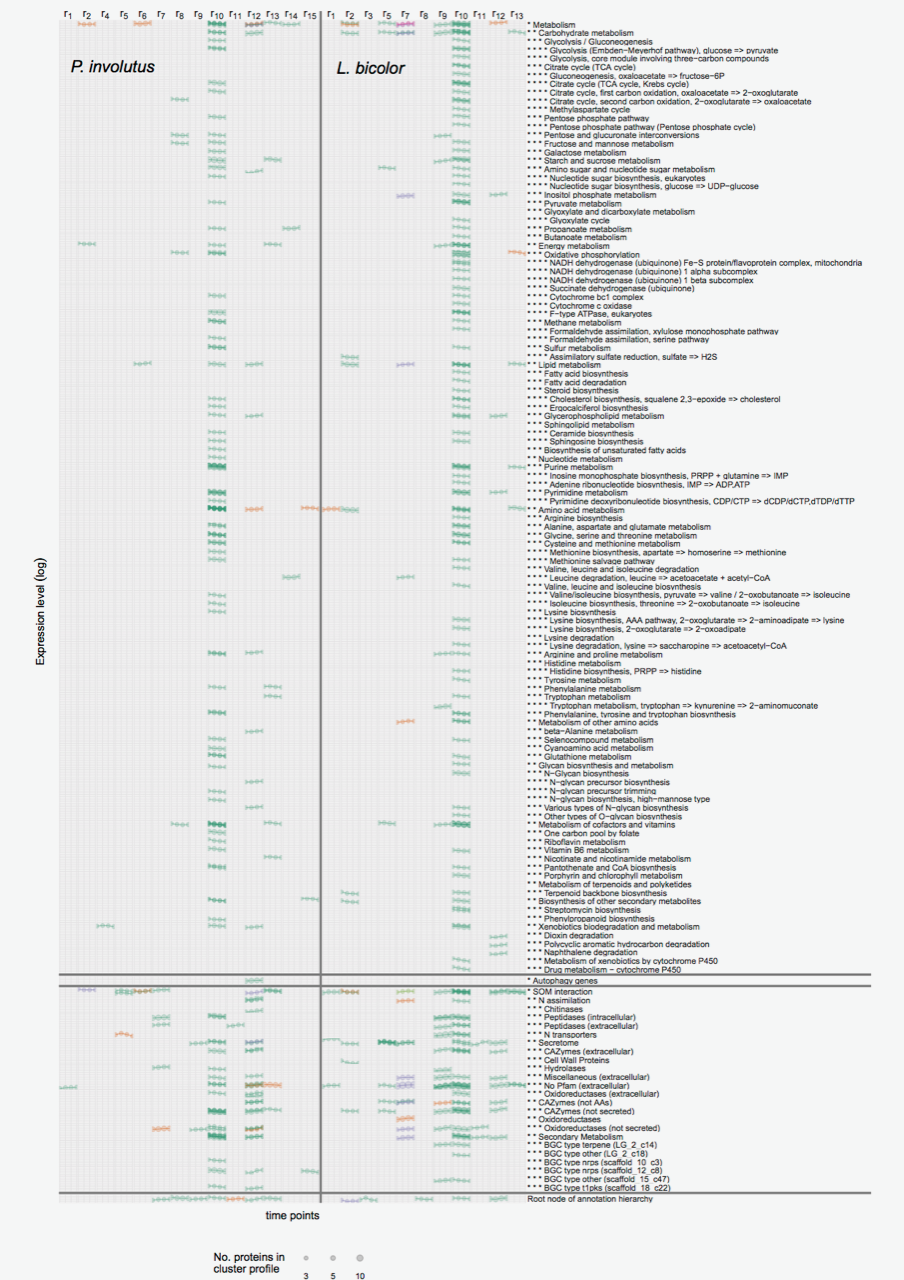
**A**

**B**

**
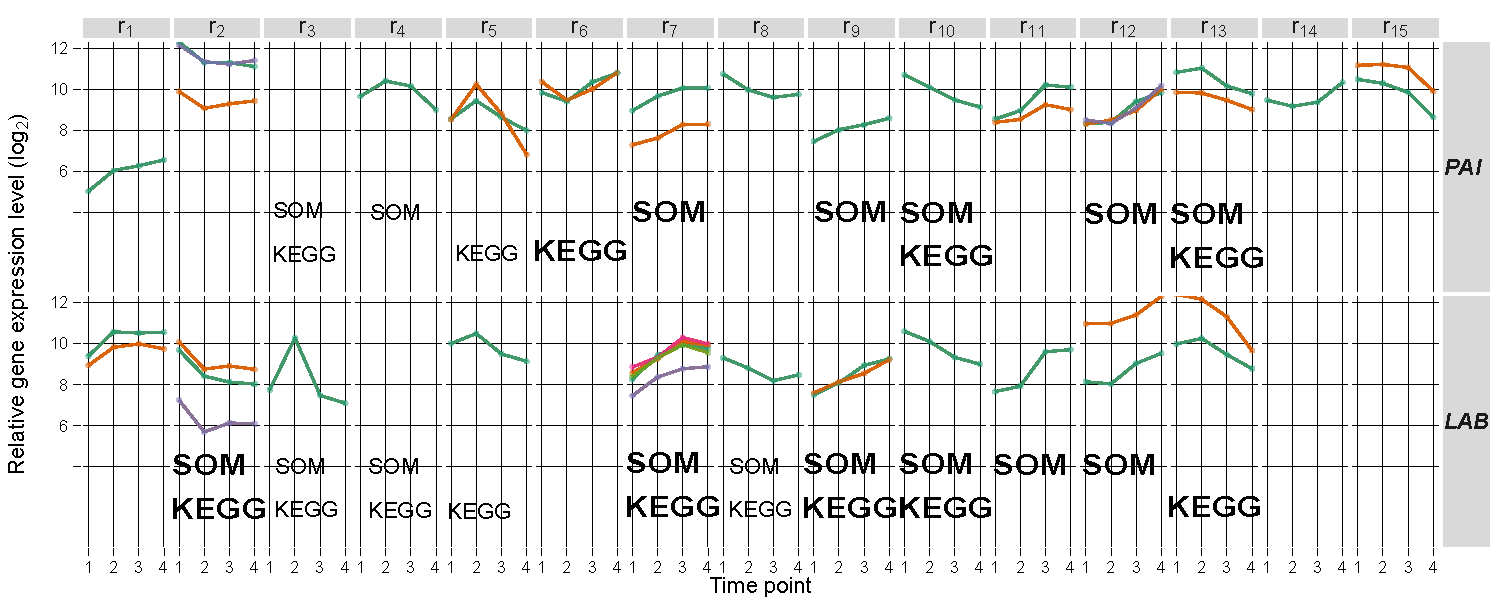
**

**Table S1.** Identification of secondary metabolite biosynthesis gene clusters in the *P. involutus* genome using antiSMASH. In total 29 clusters containing 638 proteins (72 signature proteins) were identified.

^*^ Number of proteins in the cluster predicted by the antiSMASH algorithm (30).

^†^ Proteins or protein domains identified by antiSMASH that are characteristic for the predicted gene clusters.

^‡^ Manually annotated genes in Shah et al. (27).

**Table S2**. Identification of secondary metabolite biosynthesis gene clusters in the *L. bicolor* genome using antiSMASH. In total 20 clusters containing 576 proteins (26 signature proteins) were identified.

^*^ Number of proteins in the cluster predicted by the antiSMASH algorithm (30).

^†^ Proteins or protein domains identified by antiSMASH that are characteristic for the predicted gene clusters.

^‡^ Manually annotated genes in Shah et al. (27).

**Table S3.** Vibrational frequencies (cm^-1^) from FTIR spectra and assignments for the soil organic matter extract.

**Table S4.** Organic N composition of the soil organic matter extract incubated with *P. involutus* and *L. bicolor.* Relative abundance of different types of organic N (mean ± standard error, *n* = 3) calculated based on the relative area of the deconvoluted area of N K-edge peak spectra (see Fig. S5). Types of N: non-peptide C=N as in aliphatic imines and/or in aromatic pyridines, pyrazines, pyrimidines (399.2 eV); (b) nitriles and/or aromatic systems such as purine, pyrazole and/or imidazole (401.2 eV); (c) amide/amine N (401.5 eV) and (d) N-heterocyclic aromatics such as pyrrole (403 eV).

**Table S5.** Statistics of RNA sequencing (RNA-Seq). Shown are the number of raw reads, number of removed rRNA reads and the number of reads that were mapped to the transcriptome.

**Table S6.** Differentially expressed transcripts in *P. involutus* and *L. bicolor* during growth on organic matter extract. Shown is the number of transcripts that were differentially regulated in at least one time point (t_1_ to t_4_ cf. Fig. 1, main text).

^*^  “KOG” are gene models assigned to Eukaryotic Orthologous Groups (KOGs); “KEGG” are gene models assigned to metabolic pathways in the KEGG database; “Secondary metabolites” are signature genes identified using the antiSMASH tool (Tables S1 and S2); “SMBG” refer to manually identified genes presumably involved in the synthesis of secondary metabolites (27); “Peptidases” are gene models of peptidases based on search in the MEROPS database (26); “CAZymes” are gene models of carbohydrate-modifying enzymes; “AAs” are gene models encoding auxiliary redox activities/enzymes; ”Secreted” is the number of gene models that were predicted to contain either a classical or non-classical secretion signal (cf. Fig. S1); “ATG” are genes encoding autophagy related proteins.

^†^  The number of predicted gene models as by the Joint Genome Institute (JGI) MycoCosm portal: *P. involutus* <http://genome.jgi-psf.org/Paxin1/Paxin1.home.html>; *L. bicolor* (<http://genome.jgi-psf.org/Lacbi2/Lacbi2.home.html> (13).

^‡^ The number of predicted gene models that were found to be transcribed in the present experiments.

^§^ The proportion of predicted gene models that were transcribed in the present experiments.

^¶^ “t_1_ (high)… t_4_ (high)” is the number of genes that were most highly expressed at t_1_, t_2,_ t_3_ and t_4,_ respectively (*p*_adj_<0.01, *n*=3); “Sum” is the total number of time-regulated genes; “%” indicates the proportion of transcribed gene that were time-regulated.

**Table S7.** Functional features of the most highly up-regulated and expressed genes at the onset of SOM oxidation in *P. involutus*. Of the 20% most highly expressed genes at t_2_, 62 genes were up-regulated more than twofold in the pairwise comparisons of samples from t_2_ and t_1_ (*n*=3, *p*_adj_ <0.01). Based on protein homology searches, 50 of these genes were annotated to various functional categories. The category “Poorly characterized” includes proteins with protein (PFAM) domains that could not be annotated to specific functions. The remaining highly expressed and up-regulated genes lacked PFAM domains (12 genes). Ft2, Ft3, Ft4 are the pairwise fold changes of t_2_, t_3_ and t_4_ vs. t_1_.

^*^ Proteins in bold letters are displayed in Fig. 3.

^†^ Underlined are *P. involutus* proteins that have a 1:1 orthologue identified in the *L. bicolor* genome.

^‡^ PFAM domains in bold letters represent 12 domains that were identified among the most highly up-regulated and expressed transcripts at the onset of SOM oxidation in both *P. involutus* and *L. bicolor*.

^§^ Predicted secretion signal.

^¶^ Protein id in italics indicates a 1:1 orthologue that was found among the up-regulated and expressed transcripts at the onset of SOM oxidation in both *P. involutus* and *L. bicolor* (cf. Table S8).

**Table S8.** Functional features of the most highly up-regulated and expressed genes at the onset of SOM oxidation in *L. bicolor*. Of the 20% most highly expressed genes at t_2_, 225 genes were up-regulated more than twofold in the pairwise comparisons of samples from t_2_ and t_1_ (*n*=3, *p*_adj_ <0.01). Based on protein homology searches, 129 of these genes were annotated to various functional categories. The category “Poorly characterized” includes proteins with protein (PFAM) domains that could not be annotated to specific functions. The remaining highly expressed and up-regulated genes lacked PFAM domains (96 genes). Ft2, Ft3, Ft4 are the pairwise fold changes of t_2_, t_3_ and t_4_ vs. t_1_.

^*^ Proteins in bold letters are displayed in Fig. 3.

^†^ Underlined are *P. involutus* proteins that have a 1:1 orthologue identified in the *L. bicolor* genome.

^‡^ PFAM domains in bold letters represent 12 domains that were identified among the most highly up-regulated and expressed transcripts at the onset of SOM oxidation in both *P. involutus* and *L. bicolor*.

^§^ Predicted secretion signal.

^¶^ Protein id in italics indicates a 1:1 orthologue that was found among the up-regulated and expressed transcripts at the onset of SOM oxidation in both *L. bicolor*  and *P. involutus* (cf. Table S7).

**Table S9.** Genes up-regulated during ammonium limitation in *Saccharomyces cerevisiae* (Sc) that display sequence similarities to genes in *Paxillus involutus* (PAI) and *Laccaria bicolor* (LAB). Sc gene descriptions are according to the Saccharomyces Genome Database (SGD; www.yeastgenome.org).

^*^Log_2_-fold changes in gene expression, t_2_ versus t_1_. Only fold changes that were significantly up-regulated are shown (*p*_adj_≤0.01, *n*=3). Fold changes in bold letters indicate that the genes were found among the most highly up-regulated and expressed genes at the onset of SOM oxidation in *P. involutus* (Table S7) and *L. bicolor* (Table S8), respectively.

**Table S10.** Identification of homologs displayed in Fig. 3. PAI, *Paxillus involutus*; LAB, *Laccaria bicolor*.

**Table S11.** Response types significance testing. The 15 discovered response types were tested for both enrichment and depletion for genes in each of the two main annotation categories, metabolism and SOM interaction, for both fungi using a permutation test (see Supporting Information). The column `#genes in response type by annot.` shows the number of unique genes in the response type which are directly clustered within the main annotation category i.e. disregarding genes clustered at the root annotation level. `Expected by chance` is the number of genes expected under the null hypothesis of memoryless conditions. All the obtained *p-*values were corrected together for multiple testing to control the family-wise error rate (column *p*_adj_). PAI, *Paxillus involutus*; LAB, *Laccaria bicolor*.

**References**

1. Rineau F, Roth D, Shah F, Smits M, Johansson T, Canbäck B *et al*. The ectomycorrhizal fungus *Paxillus involutus* converts organic matter in plant litter using a trimmed brown-rot mechanism involving Fenton chemistry. *Environ Microbiol* 2012; **14**: 1477-1487.

2. Shah F, Rineau F, Canbäck B, Johansson T, Tunlid A. The molecular components of the extracellular protein-degradation pathways of the ectomycorrhizal fungus *Paxillus involutus*. *New Phytol* 2013; **200**: 875-887.

How the deposited data were processed for this re-analysis (not part of the article)

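Mycelium of *P. involutus* and *L. bicolor* grown on a soil organic matter extract was sampled at 4 time points with 3 replicates each, and all 24 libraries were used. The authors removed ribosomal reads, aligned the remaining reads to the gene models of each species with TopHat2 and counted reads on coding sequence with HTSeq, using the strand. The deposited counts are whole reads per gene model without normalization. The alignment allowed 1 transcriptome hit per read, so counts of near-identical gene copies are uncertain. The authors also deposited regularized log values (rlog, on a log2 scale) and a table of normalization factors per gene and library, made with EDASeq and DESeq2 to adjust for length, G/C content and depth. Both of these tables hold the gene models with a mean count above 10, 12103 in *P. involutus* and 14476 in *L. bicolor*.

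Libraries held between 9843577 and 13595446 counted reads in *P. involutus* and between 10598530 and 13187194 in *L. bicolor*. Gene models with a mean count of at least 11 were tested, as in the methods of the paper, and at least 99.876% of the reads of each library fell on them. Counts were normalized with TMM and tested with the quasi-likelihood test of edgeR (version 4.0.16, R version 4.3.3), fitted per species to all 12 libraries, at a false discovery rate of 1% (Benjamini-Hochberg). The time course was tested with all time point coefficients together, and pairs of time points with contrasts. Standard errors of log2 fold changes were derived from the F statistic. Highly expressed and upregulated genes at t2 were those at least 2-fold up and among the top 20% by mean CPM at t2. Principal components were computed on log2 CPM with a prior count of 2. On simulated counts with 200 genes changed at t2 against t1, 99.0% were recovered in *P. involutus* over 12032 genes, with 2 false calls, and 98.5% in *L. bicolor* over 14352 genes, with 1 false call. These genes had counts well above the minimum, changed at least 2-fold, and took their spread from a trend over expression. In the data the median absolute log2 change at t2 was 0.23 and 0.26. The recovered shares therefore do not give the sensitivity for small changes or low counts.

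Alternatives set before the data were examined were DESeq2 (version 1.42.0), its size factors in edgeR, the authors' factors as offsets, no filter, the replicate number as a block, each library left out in turn, a fit of t1 and t2 alone, a false discovery rate of 5%, the top 10%, ranking by rlog, rlog values for the highest time point and the PCA, the 500 most variable genes for the PCA, and a 2-fold minimum at t2 for the genes induced later. DESeq2 with the authors' factors, the gene list of the deposited factor table, the numbers of genes falling or rising at every step, and the response types with scalings of 0.5 and 1.2 were added after the data were seen. For the response types, steps smaller than 0.9 times the mean step of the range, capped at 0.45, counted as unchanged, and drifts needed a cumulative change over 1.5 times the cap. With drifts over any steps, the mean step of a drift also had to reach the limit for an unchanged step. This condition was added here and is not in the supplement. The sentence of the supplement on drifts was read in 2 ways. Both were computed, the results differed widely, and both are given. The supplement applies the rule to cluster profiles, and here it was applied to single genes. Confidence intervals for shares are 95% Wilson intervals and cover counting error only.

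The genes to be named were fixed before the data were examined as the genes the paper names, the 5 largest and 5 smallest log2 fold changes at t2 with no overlap between t1 and t2 libraries, and the 5 most abundant genes per species. None of the 41098 gene models matched an identifier in the reference table, and no table used here pairs them with the protein identifiers of the paper. At most 2 gene models that rose and 2 that fell per species were therefore kept under this rule. For the same reason the genes of Tables S7 to S10 and Dataset S1, the homolog pairs and the autophagy genes were not analysed here, although tests of them had been planned. Enrichment of functional categories and the clustering were not repeated, because annotations of the gene models were not used here.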

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

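The tests in this part were chosen after the results were seen.

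The share of counts on the 10 most abundant gene models of a library moved in opposite directions in the 2 species. In *P. involutus* it fell from 7.88% at t1 to 7.01% at t3 and 5.64% at t4, and in *L. bicolor* it rose from 16.3% to 19.7% and 17.7%. The change in *L. bicolor* minus the change in *P. involutus* was 4.27 percentage points at t3 and 3.65 at t4 (exact permutation of the time point labels within each species, 400 relabellings, two-sided p = 0.005 and adjusted p = 0.0075 for both). At t2 it was 0.67 percentage points (exact permutation, adjusted p = 0.145). With each library thinned to 9843577 reads the differences were 4.28 and 3.65, but thinning leaves a share of counts as it is, so this does not decide on library depth. The most abundant model of each species does not account for all of it, since 3.43 and 2.27 percentage points were left without that model. Other single models were not removed in turn, so a part played by one of them stays open. Culture age stays open. Days count from the addition of the extract, after growth for different times in the 2 species, so equal days are not equal culture ages. From day 2 to day 13 the share fell by 2.24 percentage points in *P. involutus* and rose by 0.40 in *L. bicolor*, a difference of 2.64, but day 13 is t4 in one species and t2 in the other, so age and nutrient phase cannot be told apart. A species difference in the response to glucose depletion was not tested and remains open, as do reads shared between similar gene copies.

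Gene models under the count minimum of 11 also changed. When all gene models with any count were tested, 71 of the 1689 such models in *P. involutus* and 243 of the 4489 in *L. bicolor* changed over the time course. The authors' deposited tables of factors and rlog values hold 71 of the 1689 and 124 of the 4489 models, 6 and 27 of them changing, and leave out the others, of which 65 and 216 changed. Among all 71 and 243 changing models, 2 and 31 had no count in any t1 library. Of 100 divisions of the libraries into 4 groups of 3, the real one included, only 1 gave as many in *P. involutus* and only 1 in *L. bicolor*, and the largest number in any other division was 1 and 0, so chance is excluded. Whether the counts come from the models themselves or from reads of similar copies was not tested.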

How the results depend on the processing

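The numbers of genes changed over the time course and against t1, upward and downward, stayed within 1.5 times their values under each alternative run, and the 8 gene models followed kept their direction and their side of the threshold. The gene-wise courses, both readings of the response type rule, its scalings, DESeq2 with the authors' factors and the deposited gene list were chosen after the data were seen. Where a value moved, the cause was not tested unless given.

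With the authors' factors, the highly expressed and upregulated genes at t2 went from 29 to 64 in *P. involutus* (also 64 in DESeq2 with these factors), the *L. bicolor* genes rising and falling from t3 to t4 went from 874 and 1342 to 550 and 688, the later-induced genes already up at t2 went to 27.1% and 52.2%, and the changing genes rising at every step to 22.5% and 29.2%. The count of 231 in *L. bicolor* is at the limit of 1.5 times 154. DESeq2 with these factors gave 34.8% (*P. involutus*) and 28.1% (*L. bicolor*) falling at every step, 22.5% and 28.8% rising, and in *L. bicolor* 54.6% already up at t2 and 70.1% highest at t1 or t4. From t3 to t4 in *L. bicolor* it gave 762 genes rising and 1039 falling, within 1.5 times 874 and 1342.

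DESeq2 gave 73.3% and 72.8% of genes highest at t1 or t4, 28.8% and 55.4% already up at t2, 40.1% and 32.4% falling and 24.3% and 33.2% rising at every step. With its size factors in edgeR, 39.8% and 32.1% fell at every step, 24.5% rose in *P. involutus*, and 72.4% were highest at t1 or t4 in *L. bicolor*. Without a filter, 73.7% in *L. bicolor* were highest at t1 or t4 and 52.3% already up at t2. The deposited rlog values gave 70.2% and 68.7% highest at t1 or t4. Requiring 2-fold at t2 lowered the share already up to 6.29% and 24.4%, as the stricter rule must. The 500 most variable genes raised the first component to 80.9% and 83.8%.

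The share of type r_10_ moved more with the reading of the drift sentence than with any normalization. It was 37.3% and 30.2% with drifts over any steps (same values as falling at every step, except at a scaling of 1.2, which gave 23.0% and 18.1%). The lower values at a scaling of 1.2 come from the condition on the mean step of a drift, which was added here. With drifts over tiny steps only it was 6.02% and 3.60%, and 20.0% and 12.4% at a scaling of 0.5 and 7.45% in *P. involutus* at 1.2.

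With each library left out in turn, the share highest at t1 or t4 ranged from 70.4 to 72.9% in *P. involutus* and from 70.1 to 73.0% in *L. bicolor*, the share already up at t2 from 25.5 to 33.2% and from 52.5 to 58.5%, and type r_10_ with drifts over tiny steps from 5.05 to 6.04% and from 2.77 to 4.01%. In *L. bicolor* the genes rising from t3 to t4 ranged from 528 to 978 and those falling from 837 to 1479, the lowest both without replicate 2 of t3.

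Replicate numbers are shared between time points without a stated meaning. The correlation of deviations between same-numbered libraries ranged from -0.33 to 0.07 in *P. involutus* and from -0.05 to 0.13 in *L. bicolor*. Between differently numbered libraries the highest was 0.30 in *P. involutus* and 0.06 in *L. bicolor*. These values gave no clear sign that the numbers pair the samples, but with 3 libraries per time point they cannot exclude it. With a replicate block, 8358 and 9918 genes changed over the time course, and 29 and 152 were highly expressed and upregulated at t2.

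Of 100 divisions of the 12 libraries into 4 groups of 3, only the real one (1 in each species) gave as many genes changed over the time course, the next giving 1112 in *P. involutus* and 2286 in *L. bicolor*, so chance is excluded. For each comparison of 2 time points, and for the highly expressed and upregulated genes, only 1 of 10 divisions, the real one, gave as many, and the others gave 0 genes. Since 10 divisions cannot give a share under 0.1, these counts alone cannot exclude chance for a single comparison. For the grouping of all 12 libraries by time point it is excluded by the counts over the time course above and by the distances between libraries, of which the smallest between time points (44.4 in *P. involutus*, 37.4 in *L. bicolor*) exceeded the largest within one (32.0 and 34.0).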

Differences from the paper's values

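The paper gives 62 highly expressed and upregulated genes at t2 in *P. involutus*, and 29 were found here. Of the alternatives set before the data were examined, the authors' factors gave 64, within 1.5 times the paper's number. DESeq2 (26), its size factors (26), no filter (33), the replicate block (29), t1 and t2 alone (29), the top 10% (22), the rlog ranking (28) and leaving out single libraries (28 to 32) did not come within it. DESeq2 with the authors' factors, chosen after seeing the values, also gave 64. Which of the paper's own 62 genes these settings call or drop was not determined, since the gene models are not paired with its identifiers. In *L. bicolor* the paper gives 225, and 154 were found here, within 1.5 times. The authors' factors gave 231. The top 10% (107), the rlog ranking (140) and leaving out t1 replicate 1 (148), t1 replicate 2 (148) or t2 replicate 2 (147) did not come within it, and leaving out single libraries gave 147 to 163 overall.

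The paper gives 54% of the clustered genes of each species as type r_10_. The values here cover all changing genes, a wider set, and rest on summaries chosen after the data were seen, so the 2 are not on the same population. With drifts over any steps the share was 37.3% in *P. involutus*, within 1.5 times the paper's 54%, and 30.2% in *L. bicolor*, which was not within it under any of the settings run. In *P. involutus* the authors' factors (35.9%), DESeq2 with these factors (34.8%) and a scaling of 1.2 (23.0%) were not within it. The value at a scaling of 1.2 rests on the added condition on the mean step of a drift. With drifts over tiny steps only the share was 6.02% in *P. involutus* and 3.60% in *L. bicolor*, and none of the settings run came within 1.5 times the paper's 54%.

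The paper states that type r_10_ held the largest number of genes in both species. Over all changing genes this was the case in *P. involutus* with drifts over any steps. In *L. bicolor* with that reading, more genes rose at every step (1142) than fell at every step (988). With the authors' factors these numbers were 946 and 936. With drifts over tiny steps only, type r_10_ held 151 genes in *P. involutus* and 118 in *L. bicolor* and was the largest in neither. With TMM the largest named type was r_13_ in *P. involutus* (317, with r_12_ at 310) and r_7_ in *L. bicolor* (639), and with the authors' factors r_12_ in *P. involutus* (264, with r_8_ at 252 and r_13_ at 250) and r_7_ in *L. bicolor* (521).

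The paper's Table S6 lists more genes highest at t1 than at t4 in *P. involutus*. With TMM the order was the opposite here (2960 at t1, 3188 at t4), as it was without a filter (2989 and 3198), with the replicate block (2917 and 3123), with the deposited rlog values (2958 and 3029), with the deposited gene list (2919 and 3192) and with each library left out in turn (at most 2900 at t1, at least 2990 at t4). It was the paper's with DESeq2 (3063 and 2906), its size factors (3150 and 3059), the authors' factors (2853 and 2734) and DESeq2 with these factors (2812 and 2703). The deposited gene list and DESeq2 with the authors' factors were chosen after seeing the values.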

Other observations

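Of the tests in this part, those of the authors' factors, of the random directions and of the gene-wise courses were chosen after the results were seen. Those of depth, length and G/C content, replicate spread, abundant genes and culture age for the difference between the species were set before.

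The rule for highly expressed and upregulated genes at t2 gave 154 genes in *L. bicolor* and 29 in *P. involutus*, a ratio of 5.31. The ratio was 5.67 with each library thinned to one total, 3.61 with the authors' factors for length and G/C content, and 5.17 without the 10 most abundant gene models. None of these closes the gap. Counted by fold change and expression rank without the test, the numbers stayed at 29 and 154 (ratio 5.31), so no gene of either species was lost to the test through replicate spread. Culture age stays open, because t2 was day 5 in *P. involutus* and day 13 in *L. bicolor*. These days count from the addition of the extract, and the paper grew the 2 fungi for different times before that. Equal days are therefore not equal culture ages. At day 13 against day 2 the same rule gave 296 genes in *P. involutus*, more than the 154 in *L. bicolor*, but in another nutrient phase, so age, phase and species cannot be told apart.

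With the authors' factors the rule gave more genes than with TMM. Of the 43 genes in *P. involutus* called only with the factors, 39 were under 2-fold with TMM and 5 were outside the TMM top 20%. Taking only the ranking from the factors gave 33 genes, and taking only the fold changes gave 61, so in *P. involutus* the sizes of the fold changes and not the ranking account for the rise from 29 to 64. In *L. bicolor* 99 of the 115 such genes were under 2-fold with TMM and 19 were outside the TMM top 20%, and the same replacements gave 171 and 227, against 154 and 231, so the sizes of the fold changes account for most of the rise there too. With the genes divided into 10 equal groups by expression at t2, the highest group of *P. involutus* held 48 genes at least 2-fold up with the factors and 22 with TMM, the lowest group 64 and 18, and group 5 from the lowest 2 and 9. The median SD of log2 expression between replicates in *P. involutus* was higher with the factors in the highest group (0.12 against 0.08) and the lowest (0.38 against 0.26), and lower in group 5 (0.09 against 0.10). The gene model gm1.13900_g of *P. involutus* fell by 4.19 on the log2 scale at t2 with TMM and by 2.13 with the factors. Whether the larger spread accounts for the additional genes was not tested.

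The share of genes highest at t1 or t4 was 72.1% in *P. involutus* and 71.4% in *L. bicolor*. With each library thinned to one total it was 72.3% and 71.0%, so depth does not account for it. When the 3 fitted steps of each gene were given random directions, 60.2% of genes in *P. involutus* and 59.3% in *L. bicolor* were highest at an end. Over all tested genes, which the test for change did not select, 66.2% and 66.7% were highest at an end, against 60.9% and 60.2% with random directions. Genes are not independent and may share the directions of their steps. The spread of these values is therefore not known, and random directions are not excluded. A course that drifts in one direction is highest at one of its ends, and what drives such courses, nutrient phase or culture age, was not tested and stays open.

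The size of the gradually decreasing response type could not be settled. The same rule, applied gene by gene, gave 37.3% or 6.02% in *P. involutus* and 30.2% or 3.60% in *L. bicolor* depending on whether slow drifts may include steps that are not small. The supplement states that its parameters were tuned so that the constant gradual decrease was given one type in both fungi. Which reading its program uses was not tested here.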
